# Developmental, Behavioral and Transcriptomic Changes in Zebrafish Embryos after Smoke Dye Exposure

**DOI:** 10.3390/toxics10050210

**Published:** 2022-04-22

**Authors:** Edward J. Perkins, Kimberly T. To, Lindsey St. Mary, Charles H. Laber, Anthony J. Bednar, Lisa Truong, Robyn L. Tanguay, Natàlia Garcia-Reyero

**Keywords:** transcriptomics, pathway, zebrafish embryo test, behavior, smoke dye

## Abstract

(1) Background: Disperse Blue 14, Disperse Red 9, Solvent Red 169 and Solvent Yellow 33 have been used to color smoke; however, they have not been comprehensively assessed for their potential health hazards. (2) Methods: To assess the effects of these dyes, zebrafish embryos were exposed from 6 to 120 h post fertilization (hpf) to 10–55 µM Disperse Red 9, 1–50 µM Solvent Red 169, 7.5–13.5 µM Solvent Yellow 33 or 133–314 µM Disperse Blue 14. Embryos were monitored for adverse effects on gene expression at 48 hpf as well as for mortality, development and behavior at 120 hpf. The dyes were examined for their potential to cross the blood–brain barrier. (3) Results: Solvent Yellow 33 and Disperse Blue 14 impaired development and behavior at all concentrations. Disperse Red 9 impaired behavior at all concentrations and development at all concentrations except for 10 µM. Solvent Red 169 caused no effects. Mortality was only seen in Disperse Blue 14 at 261.5 and 314 µM. Gene expression indicated impacts on neurodevelopment and folate and retinol metabolism as potential mechanisms of toxicity. (4) Conclusions: Smoke dyes have a high potential for causing developmental changes and neurotoxicity and should be examined more closely using comprehensive approaches as used here.

## 1. Introduction

Synthetic anthraquinone and quinoline dyes are used for a wide range of applications including colored smoke for entertainment, safety or military purposes and in consumer products including paper, plastics, leather, cosmetics, food, and the textile industry [1]. Anthraquinones are a major portion of dyes produced and the dye industry is responsible for as much as 20% of industrial water pollution annually [2,3,4,5]. Because of the presence of dyes in consumer products and wastewater, resistance to degradation and a relatively low level of toxicity data, significant concern has been raised regarding their discharge into the environment [2].

Toxicological information on dyes is limited in these broad classes of chemicals. This is especially true for dyes used in smokes and obscurants which pose a potential inhalation and dermal exposure risk to users in addition to ecological risks as a result of production and use in the environment. While data for certain dyes used in smoke formulations enable users to understand the potential hazards that the dyes pose, others have little information. For example, the quinoline dye Solvent Yellow 33 (also known as D&C yellow No 11), 2-(2-Quinolyl)-1,3-indandione, is a component of green and yellow dye mixtures for smoke coloring that is also used in pesticide products, lacquers, plastics, topical drugs and cosmetics [6]. Toxicological evidence indicates that Solvent Yellow 33 can cause contact dermatitis in some people [6,7,8]. A two-year study of F344/N rats continuously exposed to Solvent Yellow 33 in their feed indicated some evidence of carcinogenic activity in male and female rats [9]. Studies in human HepG2 cells indicated that Solvent Yellow 33 may cause DNA damage by modulating genes involved in DNA repair [10]. Tarnow et al. [11] identified Solvent Yellow 33 as a potential disruptor of Aryl Hydrocarbon Receptor/Estrogen Receptor signaling, which could have toxicological implications. Perinatal toxicity studies of F344/N rats exposed to 0, 5, 17 or 50 g/kg Solvent Yellow 33 revealed no reproductive and developmental effects as a result of exposure [12]. This level of information is sufficient to enable some assessment of health risks due to exposures to Solvent Yellow 33.

Unfortunately, many dyes used in smokes and other applications have little hazard information. For example, Disperse Red [9,1-(methylamino)anthraquinone], used in red- and violet-colored smokes and dye formulations (NRC 1999), has been found to be a skin irritant and sensitizer in humans but little evidence for toxic effects has been found [6]. Solvent Red 169 [1-(Isopropylamino) anthraquinone], used in dye formulations for coloring fabrics, ink, food, plastics and making violet smoke, have no data available for toxicity [13]. Disperse Blue 14 [1,4-bis(methylamino) anthracene-9,10-dione] has been used in dye formulations to make violet smokes and fireworks in addition to color fabrics and lubricants [3,14]. Disperse Blue 14 has been found to cause behavioral and developmental effects in zebrafish embryos [15].

Recently, Dilger et al. [16] examined the breakdown of Disperse Red 9 in a mock red flare and found that it pyrolyzed into many potentially toxic compounds including chloro(methylamino) anthraquinone. Machine learning quantitative structure–activity relationship models were then applied to predict several toxicological endpoints for Disperse Red 9 and its chlorinated derivative along with several other anthraquinone dyes and their chlorinated by products. While empirical data are not available, modeling predictions suggest that anthraquinone dyes are more toxic than previously thought, especially with respect to developmental toxicity.

To better characterize the potential toxicity of Disperse Red 9 and the dyes Disperse Blue 14, Solvent Red 169 and Solvent Yellow 33, we examined the effects of these dyes on zebrafish embryo development and function. Those specific dyes were chosen as they are used in colored smokes and there was a lack of hazard information on them. Zebrafish embryo exposures were combined with gene expression and in vitro blood–brain barrier permeability analysis to develop a comprehensive impact assessment. 

## 2. Materials and Methods

### 2.1. Analytical Chemistry 

The smoke dyes Disperse Blue 14 (DB14; CAS 2475-44-7), Solvent Red 169 (SR169; CAS 27354-18-3), Solvent Yellow 33 (SY33; CAS 8003-22-3) and Disperse Red 9 (DR9 CAS 82-38-2) were obtained from Walrus Enterprises LLC (Northampton, MA, USA). Samples were dissolved in dimethyl sulfoxide (DMSO) for animal exposures and then further diluted in methylene chloride and analyzed by an Agilent 6890 GC–MS using a poly (5% diphenyl/95%dimethylsiloxane) column measuring 30 m × 0.25 mm × 0.25 um to determine exposure concentrations. The oven parameters were as follows: initial temperature 40 °C held for 0.5 min, 10 °C/min to 100 °C, 25 °C/min to 280 °C held for 3 min, 5 °C/min to 300 °C held for 3 min, 25 °C/min to 325 °C. The analysis was performed following a modified SW 846 Method 8270 utilizing a 5-point calibration curve and internal standards. Data calculations were performed using Chemstation (Agilent Technologies, Santa Clara, CA, USA). See Table 1 for summarized results of analytical chemistry. The measured concentrations were between 33.8 and 56.6% of the nominal ones.

### 2.2. Zebrafish Husbandry 

Tropical 5D wild-type zebrafish were housed at the Oregon State University Sinnhuber Aquatic Research Laboratory. Adult fish were fed twice daily with Gemma Micro 500 (Skretting; Westbrook, ME, USA). The recirculating system was maintained at 28 °C with a 14 h light, 10 h dark cycle. The fish were kept at a density of 300 fish per 50 gallon tank filled with system water supplemented with Instant Ocean salt (Spectrum Brands; Blacksburg, VA, USA). The night prior, a spawning funnel was placed into the tanks. In the morning, embryos were collected and placed into embryo medium containing 15 mM NaCl, 0.5 mM KCl, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, and 0.7 mM NaHCO_3_ and kept at 28 °C in an incubator. 

### 2.3. Exposures 

Fertilized embryos were selected and staged according to Kimmel et al. [17]. The chorions of 4 h post fertilization (hpf) embryos were removed using 83 µL of 25.3 U/µL pronase (Roche, Indianapolis, IN, USA) using a custom automated dechorionator as described in Mandrell et al. [18]. At 6 hpf, the embryos were transferred into individual wells of a round-bottom 96-well plate filled with 100 µL of embryo medium. The smoke dyes were dispensed into each well using a HP D300 Digital dispenser. Each dye was suspended in 100% DMSO and added to the single-use cassette wells of the D300 at 20 mM. After the dyes were dispensed, the wells were normalized with 0.64% DMSO. Solvent Red 169 was tested at 0, 1, 5, 11.2, 35.6, and 50 µM; Solvent Yellow 33 was tested at 0, 7.5, 9, 10.5, 12 and 13.5 µM; Disperse Red 9 was tested at 0, 10, 25, 45, and 55 µM and Disperse Blue was tested at 0, 113, 171, 209, 261.5, and 314 µM. The concentrations were selected from a dose range-finding study that identified the maximal tolerable concentration and then a log 1/3 dilution series (Solvent Red, Solvent Yellow 33, and Disperse Blue). Disperse Red 9 test concentrations were determined based on a target concentration of 25 μM. For each of the dyes, embryos were exposed to 6 concentrations with 32 animals per concentration on two replicate plates. Afterwards, parafilm was placed between the lid and the wells to reduce evaporation. The plates were placed on an orbital shaker at 235 rpm at 28 °C for 16 h to create a homogenous test solution before being placed in a static incubator until 120 hpf. It is worth noting that while these exposures were performed under very controlled and robust conditions, abiotic environmental factors can affect the sensitivity of fish eggs in less controlled environments. 

### 2.4. Developmental Toxicity Assessments 

After the chemical exposures were initiated, the embryos were kept in the dark. At 24 hpf, embryos were assessed for mortality or delays in development. The embryos were placed back into the incubator and then kept in the dark until 120 hpf. At 120 hpf, dead animals were removed and embryos were subjected to a larval photomotor response assay (LPR) using the Viewpoint Zebrabox system (Viewpoint Life Sciences, Lyon, France). The assay was a total of 24 min, with a datapoint recorded every 6 s. The total distance was tracked for each of the 4 light–dark cycles, with the first 1 cycle treated as an acclimation period and discarded from analysis. Each cycle consisted of 3 min of alternating visible light (1000 lux) and dark (IR). Animals exhibiting morbidity or mortality were excluded from the analysis. After LPR, the embryos were assessed for a suite of malformations [19] which included yolk sac or pericardial edema, bent body axis, trunk length, caudal and pectoral fin, pigmentation, somite deformities, eye, snout, jaw, otolith malformations, gross brain development, notochord and circulating deformities, swim bladder presence and inflation, and the presence of a touch response. These effects were collected in a binary manner and stored in a laboratory information management system [19]. Developmental Lowest Observable Effect Level (LOEL) was identified as the lowest concentration level eliciting a significant difference from control.

### 2.5. Blood–Brain Barrier Permeability

The ability of dyes to pass through the blood–brain barrier was determined using a blood–brain barrier parallel artificial membrane permeability assay (BBB-PAMPA). BBB-PAMPA were performed by Creative Bioarray (Shirley, NY, USA) as described in Rabal et al. [20] and To et al. [15]. All compounds were tested with an incubation time of 4 h and at a concentration of 10 µM with propranolol as the positive control. Briefly, the donor solutions of smoke dye (10 μM, 150 μL in phosphate-buffered saline (PBS)/DMSO 19:1) were added to each well of the donor plate, whose polyvinylidene fluoride membrane was precoated with 5 μL of 1% brain polar extract (porcine)/dodecane mixture. Then, 300 μL of PBS was added to each well of the polytetrafluoroethylene acceptor plate. The donor and acceptor plates were combined and incubated for 4 h at room temperature with shaking at 300 rpm. In each plate, dyes and the positive control were tested in duplicate. After incubation, acceptor samples were prepared by mixing 270 μL of the solution from each acceptor well with 130 μL of acetonitrile containing the internal standard. Donor samples were prepared by mixing 20 μL of the solution from each donor well with 250 μL of PBS and 130 μL of acetonitrile containing the internal standard. Then, dye concentrations in the acceptor and the donor wells were analyzed by LC–MS/MS. The permeability rate (*Pe* in nm/s) was calculated with the following equation:

*Pe* = *C* × (−ln(1 − [drug]_acceptor_/[drug]_equilibrium_)) × 10^7^ (1)

where C = (VD × VA/((VD + VA) × area × time));

[*drug*]equilibrium = ([*drug*]donor × VD + [*drug*]acceptor × VA)/(VD + VA);
[*drug*]acceptor = (Aa/Ai × DF)acceptor;
[*drug*]donor = (Aa/Ai × DF)donor;
VD = 0.15 mL; VA = 0.30 mL; *area* = 0.28 cm^2^; *time* = 14,400 s;
Aa/Ai: Peak area ratio of NAC and the internal standard; DF: Dilution factor (13.5).

Finally, the permeability of the tested compounds was classified by their *Pe* as high (*Pe* > 10 nm/s), moderate (1 < *Pe* < 10), or low (*Pe* < 1).

### 2.6. Statistical Analysis of Toxicity Endpoints 

Statistical analyses were conducted in R v.3.6.1 [21]. Morphological endpoints were compared between the treatment groups and the control group using Fisher’s Exact Test. Significance was defined by the Bonferroni-adjusted *p*-value (0.05/5), which was adjusted for the concentration within each dye. Behavior was analyzed separately for the light phase and the dark phase. Within each phase, the distribution of average movement per fish was compared between the treatment and control using the Kolmogorov–Smirnov test. Significance was defined by the Bonferroni-adjusted *p*-value (0.05/5), which was adjusted for the concentration within each dye. Behavioral LOELs were identified as the lowest concentration level eliciting a significant difference from control.

### 2.7. RNA Sequencing 

At 48 h, 4 exposed embryos from each treatment were removed for RNA sequencing. RNA-Seq libraries for each embryo were prepared using 200 ng of total RNA and the NEBNext^®^ Ultra™ II RNA Library Prep (NEB, Cat: E7765S) per the manufacturer’s instructions, with mRNA enriched via poly-A-selection using oligoDT beads. The RNA was then thermally fragmented and converted to cDNA, adenylated for adaptor ligation and PCR amplified. The libraries were sequenced using the NovaSeq 6000 with 150 bp paired-end reads. RTA (version 2.4.11; Illumina, San Diego, CA, USA) was used for base calling and analysis was completed using MultiQC v1.7 (https://multiqc.info/).

### 2.8. Analysis of RNA-Seq Data

Raw RNA-Seq reads were trimmed of adaptors and low-quality sequences with Trim Galore v.0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default settings for Illumina paired-end reads. Read quality was evaluated from the MultiQC report generated within Trim Galore (Supplemental File S1). Trimmed reads were quantified using Salmon v.1.1.0 with the default settings for paired-ends reads in selective alignment mode via the –validateMappings option (Supplemental File S2). Reads were aligned to a decoy-aware transcriptome that was built using Ensembl release 97 and provided by the COMBINE-lab (http://bit.ly/30yn3FJ, accessed on 2 July 2020, Supplemental File S3).

Transcript quantification files were prepared for analysis by following the Bioconductor vignette for preparation of Salmon quantification files for edgeR (https://bioconductor.org/packages/release/bioc/vignettes/tximport/inst/doc/tximport.html). Briefly, quantification files were imported using tximport v.1.1.4.2 and mapped to Ensembl Gene IDs using the Bioconductor genome-wide annotation for zebrafish package org.Dr.eg.db v.3.10.0. Gene counts were normalized for gene length and effective library size. 

Transcript abundance files were prepared for analysis using tximport v.1.14.2 in R and mapped to Ensembl Gene IDs for gene-level inference. Gene counts were normalized for gene lengths and effective library size. Differential gene expression analysis was performed using edgeR v.3.28.1 in R. Briefly, for each dye, read counts were fit to a quasi-likelihood negative binomial generalized linear model with concentration groups as the dependent variable. Each concentration group was compared to its respective control using the empirical Bayes quasi-likelihood F test. Results from this test were filtered such that genes with a fold change greater than 1.5 and a false discovery rate less than 0.05 were considered differentially expressed. One sample was removed from the 12 μM Solvent Yellow 33 treatment group after QC.

Genes identified as differentially expressed in any treatment group were selected for further analysis. Enrichment analysis was performed for each treatment group using topGO v.2.38.1 and the kegga function from limma v.3.42.2 in R. GO terms and KEGG pathways were filtered such that those with a *p*-value < 0.01 and at least 5% of genes within the treatment group were within the term’s annotated gene list were considered enriched. For comparative analysis, genes that were differentially expressed in any treatment group were grouped using K-means clustering on the log_2_ (fold-change) values for each treatment. Transcriptional LOELs were identified as the lowest concentration eliciting a significant difference from control. 

## 3. Results

### 3.1. Mortality

Of the four dyes, only Disperse Blue 14 caused a significant increase in mortality as early as 24 hpf. Significant mortality at both 24 and 120 hpf was only observed in embryos exposed to 261 and 314 µM treatment groups (Figure 1). It should be noted the concentration range of Disperse Blue 14 tested here (133–314 µM) was used to better understand toxicity since the dye had little effect on zebrafish embryos at 0.56–28.3 µM [15].

### 3.2. Morphological Effects

Disperse Blue 14 caused yolk sac edema at all levels tested, but was not significant for any other morphological endpoints (Figure 2a). Disperse Red 9 caused morphological effects in all eight categories examined with a LOEL of 25 µM for yolk sac edema, pericardial edema, trunk, snout, jaw, and caudal fin abnormalities; a LOEL of 45 µM for bent body axis abnormalities; and an LOEL of 55 µM for pectoral fin morphological effects (Figure 2b). Solvent Red 169 did not cause significantly higher morphological abnormalities than control exposures at any concentration (Figure 2c). Solvent Yellow 33 caused abnormalities at all concentrations tested for four of eight categories scored (yolk sac edema, pericardial edema, bent body axis, and pectoral fin) (Figure 2d). No effects were seen in the eye, otolith malformations, gross brain development, notochord and circulating deformities, swim bladder presence and inflation, nor the presence of a touch response (data not shown).

### 3.3. Effect of Dyes on Behavior

We examined the effect of dyes on the zebrafish embryo developing nervous system using the larval photomotor response assay to monitor behavioral responses to light and dark (Figure 3, Supplemental Tables S1 and S2). Disperse Blue 14 had no effect on movement during the light phase. However, Disperse Blue 14 dramatically reduced the dark-phase movement (hypoactive) at all concentrations tested in groups having sufficient surviving embryos to test movement. Disperse Red 9 caused significantly higher movement (hypoactive) at all exposures above 10 μM in the light phase, but caused significantly lower dark-phase movement at 10 and 25 μM Disperse Red 9. Solvent Red 169 caused significantly higher movement than controls in the light phase (hyperactive) only at the second highest treatment group of 35.6 μM. Solvent Red 169 treatment had no effect on dark-phase movement. Solvent Yellow 33 had no significant effect on light-phase movement, but did dramatically lower dark-phase movement in all treatment groups (Figure 3).

The lack of movement in the dark phase observed with Disperse Blue 14 and Solvent Yellow 33 may be due to physical defects, rather than an indication of neurotoxicity [22]. Some textile dyes have been found to impair swim bladder inflation and function [23,24]. However, no significant changes in swim bladder function were observed in any treatment group (Table 2). In other studies, exposure of zebrafish embryos to the dyes erythrostominone and Solvent Violet 47 decreased dark-phase movement but did not decrease swim bladder function; therefore, the hypoactivity was attributed to yolk sac edema and pericardial edema [15,25]. Here, all treatment groups of Disperse Blue 14 displayed yolk sac edema and all concentrations of Solvent Yellow 33 displayed yolk sac and pericardial edema formation, which could therefore be a physical obstruction inhibiting swim ability. Disperse Red 9 treatments also caused yolk sac and pericardial edemas, albeit to a lower degree in each treatment group. However, Disperse Red 9 treatments displayed hyperactivity in all but the 10 μM treatment groups in the light phase and hypoactivity in the dark phase in the lowest treatment groups (10 and 25 μM). As the presence of edemas does not appear to directly correlate with loss of activity, Disperse Red 9 is likely to impair behavior through both physical and neurological effects.

### 3.4. Blood–Brain Barrier Permeability

The blood–brain barrier (BBB) is a physical barrier formed by tight junctions of endothelial cells of blood vessels in the brain. The barrier is highly selective and excludes many substances from entering the brain, thus protecting the brain against toxic chemical substances [26]. Chemicals that can cross the BBB could potentially compromise the central nervous system, and lead to neurotoxicity. Here, we tested the ability of Disperse Red 9, Disperse Blue 14 and Solvent Yellow 33 to cross the BBB in order to better understand their potential to induce neurotoxicity and impact neurodevelopment. Artificial membranes simulating the blood–brain barrier were highly permeable to Disperse Red 9, Disperse Blue 14 and Solvent Yellow 33, indicating that these dyes would readily cross the BBB (Table 3). Solvent Red 169 was not tested due to its low solubility in the assay buffer. The positive control propranolol was tested twice, both times providing a high permeability (mean Pe: 32.4 and 66.8 nm/s; mean recovery: 39.3 and 40.8%). This indicates that the dyes are able to enter the developing zebrafish brain to cause neurotoxic effects and is consistent with the dyes causing developmental impacts, behavioral impacts and impacts on gene expression of neurological development and sensory processes.

### 3.5. Disperse Blue 14 Differentially Expressed Genes and Functional Enrichment

At 48 hpf, Disperse Blue 14 concentrations below 314 μM caused relatively few DEGs (18–174) in comparison to 314 μM (2454 DEG; Figure 4), with the identity of most DEGs overlapping with those from the 314 μM treatment group (Supplemental Table S5). 

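Gene expression was measured by RNA sequencing of single whole embryos at 48 hpf, from poly-A selected libraries read as paired ends on an Illumina NovaSeq. Each of the 4 dyes had 5 treatment groups and a control, and the same table of counts also held a series of embryos exposed to Solvent Violet 47. The methods state that 4 embryos were taken per treatment, while the labels list 3 embryos for each treatment group and 4 for each control of the 4 dyes, and these are the n of all values given for them. The lowest Disperse Blue 14 concentration is written as 113 μM in the methods and as 133 μM in the results and the labels, and the Disperse Red 9 concentration of 35 μM appears in the results and the labels but not in the list given in the methods. The methods do not say which embryo was removed from the 12 μM Solvent Yellow 33 treatment group after quality control, and all 3 labelled embryos of that treatment group were used. The authors trimmed the reads, quantified them on Ensembl transcripts with Salmon and summed the transcripts of each gene with tximport, for which the methods name a version in more than 1 form. The deposited values are therefore estimated counts per gene without normalization, for 19913 genes in 93 embryos, of which 18 were controls and 75 were exposed. Whole numbers made up 62.2% of these values, and all were rounded to whole numbers before testing.

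Total counts per embryo ranged from 31246726 to 48188027 (median 35730242) in the Disperse Blue 14 controls and from 27104694 to 41701852 (median 34358736) in the exposed embryos of that dye. They ranged from 33087616 to 41066527 (median 37163025) in the Disperse Red 9 controls and from 30653276 to 41181632 (median 35293268) in the exposed embryos. Solvent Red 169 controls had 27634445 to 42739897 counts (median 36632173), and the embryos exposed to this dye had 24270922 to 41167329 (median 32613942). Solvent Yellow 33 controls had 25902442 to 41903643 counts (median 30015520), and the exposed embryos had 9171265 to 37613131 (median 30106779). The 3 embryos of the 12 μM Solvent Yellow 33 treatment group had 9171265, 26369132 and 37613131 counts, and the lowest of these was the lowest total of all embryos, followed by 22423359 in the Solvent Violet 47 series. At these totals a gene with 0 counts in an embryo could still have had up to 3 counts, and this limit covers counting error only. Counts were scaled with edgeR's TMM factors, genes with too few counts were removed with filterByExpr, and all groups of a dye were fitted together with edgeR's quasi-likelihood test, with each treatment group compared with the control of its dye. The paper's methods use this test too, but on counts normalized for gene length as well as library size, which was not done here, and they name no filter on low counts. DEGs were genes with a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05 among the genes tested, which were 17887 for Disperse Blue 14, 17869 for Disperse Red 9, 17840 for Solvent Red 169 and 17577 for Solvent Yellow 33. Levels are given as CPM, edgeR's counts scaled for library size and TMM factor, as the mean ± SD of 3 exposed or 4 control embryos, with the log2 fold change and its standard error (SE) from the fit. In each gene named the 3 exposed embryos lay on the same side of all 4 control embryos, except where an overlap is given.

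For the processes named in the results, and for related ones, 36 lists of genes were written by hand without using the expression values, since the paper's GO and KEGG annotation was not used here. For each list the mean of its genes' log2 fold changes, the number of its genes that were DEGs, and the adjusted p of limma's rotation test fry over the 180 tests of a dye are given, with the number of DEGs when p-values were adjusted over the list alone. Each embryo also had a score for each list, the mean log2 CPM of its genes, and scores were compared by a two-sided exact permutation test, whose smallest possible p with 3 exposed and 4 control embryos is 0.0286. A symbol from a separate table of gene names matched 19164 of the 19913 Ensembl identifiers, and 2454 identifiers carried a symbol shared with another identifier. Genes with near-identical copies, among them the crygm2d lens crystallins, the ferritin heavy chain-like genes, the glutathione S-transferases and the cytochrome P450 genes, have values that are uncertain because the authors' counting could split reads between copies.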

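The 133, 171, 209 and 261.5 μM treatment groups had 18, 137, 24 and 191 DEGs, and the 314 μM treatment group had 2802. At an unadjusted p under 0.05, the counts were 2402, 3039, 1533, 3066 and 7342 genes in the same order. The alternatives moved these counts in both directions. DESeq2 gave 177, 542, 173, 580 and 4312 DEGs, and a fit of only each treatment group and the control, without the other treatment groups, gave 0 DEGs at all 5 concentrations, with 1152, 1496, 556, 1881 and 4301 genes at an unadjusted p under 0.05. Single embryos also moved the counts. Without control replicate 1 the 4 lower concentrations had 370, 806, 379 and 827 DEGs, and without 1 exposed embryo they fell to 7 (133 μM replicate 2, 3 or 4), 10 (171 μM replicate 2), 10 (209 μM replicate 1) and 24 (261.5 μM replicate 4). At 314 μM the count was 79 without replicate 3, 414 without replicate 4, 990 without control replicate 2 and 4320 without control replicate 3. Of the different DEGs that the 4 lower treatment groups had together, 207 (88.5%, 95% Wilson interval 83.7% to 91.9%) were DEGs in the same direction at 314 μM, among them 18 of 18 at 133 μM, 129 of 137 at 171 μM, 22 of 24 at 209 μM and 171 of 191 at 261.5 μM. Because all treatment groups share the same 4 control embryos, some overlap arises without any effect. In 20 simulations of unchanged treatment groups against these controls no gene passed the DEG thresholds. The same numbers of top-ranked genes overlapped by a median of 13.8% (10.7% to 16.4%). The simulated groups were given the mean of these control embryos. A deviation of the controls from other unexposed embryos was thus left out, and the simulated overlap is no baseline for the 88.5%.

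The 3 largest rises at 314 μM, among DEGs with a mean of at least 1 CPM, a symbol and no overlap between exposed and control embryos, were in genes that kept their call with each embryo left out in turn. Expression of si:ch211-153b23.3 (ENSDARG00000104919) rose from 1.98 ± 1.05 CPM in the controls to 22.7 ± 16.6 CPM, a log2 fold change of 3.53 (SE 0.63, adjusted p = 0.00747). For si:ch211-117l17.6 (ENSDARG00000102059), the treatment group mean was 2.17 ± 2.34 CPM against 0.187 ± 0.128 CPM in the controls (log2 fold change 3.51, SE 0.73, adjusted p = 0.0133). Without 314 μM replicate 2 its log2 fold change was 2.04. Control embryos had 1.02 ± 0.471 CPM of scpp8 (ENSDARG00000093124) and exposed embryos 10.2 ± 7 CPM, with a log2 fold change of 3.33 (SE 0.52, adjusted p = 0.00515). The 3 largest falls by the same rule were in genes with 0 counts or close to it in all 3 exposed embryos, so their folds are lower bounds computed against the limit of 3 counts. CBX1 (ENSDARG00000004189), whose symbol belongs to more than 1 identifier, was at 16.9 ± 24.4 CPM in the controls and at least 150-fold lower at 314 μM (adjusted p = 0.0451), but control replicate 2 had 53.5 CPM, the bound without it was 42-fold, and the groups' means did not differ by the exact permutation test (p = 0.286). METAP1 (ENSDARG00000033440) was at 16.9 ± 14.7 CPM in the controls and also at least 150-fold lower (adjusted p = 0.0365), and RTN4R (ENSDARG00000090035) was at 4.02 ± 3.27 CPM in the controls and at least 35.6-fold lower (adjusted p = 0.0169). Without control replicate 2 these bounds were 87.1-fold and 23.3-fold. None of these 3 genes remained a DEG without 314 μM replicate 3, where their adjusted p was 0.174, 0.158 and 0.0946.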

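Of 44 genes listed for p53 signaling, 4 were DEGs at 171 μM and 4 at 261.5 μM, all higher, and adjusted over the list alone the numbers were 6 and 7. The mean log2 fold change of the list was 0.32 and 0.30, with 29 genes higher at both concentrations, and neither passed the rotation test (adjusted p = 0.0973 at both). Its score was 4.89 ± 0.08 at 261.5 μM (SD, n = 3) against 4.52 ± 0.22 in the controls (SD, n = 4; exact permutation p = 0.0857). A separate list of 20 p53 target genes passed the test, with mean log2 fold changes of 0.67 and 0.70 (adjusted p = 0.0191 and 0.0132; exact permutation p of the score 0.0571 at both) and 4 higher and 0 lower DEGs at each concentration. The inflammatory response list of 40 genes had 2 DEGs at 171 μM and 4 at 261.5 μM, all higher (4 and 6 adjusted over the list alone), and mean log2 fold changes of 0.21 (adjusted p = 0.537) and 0.43 (adjusted p = 0.205). For cell cycle arrest, 2 of 25 genes were DEGs at 171 μM and 1 at 261.5 μM, again higher (4 and 3 adjusted over the list alone), with mean log2 fold changes of 0.40 (adjusted p = 0.076) and 0.32 (adjusted p = 0.0984). These list results at 261.5 μM depended on control replicate 1. Without it the mean log2 fold changes were 0.41, 0.87 and 0.50 for p53 signaling, inflammatory response and cell cycle arrest. The adjusted p was then 0.000712, 0.00302 and 0.000306 in the same order. The p53 signaling list also passed the rotation test with every embryo kept and the replicate number fitted as a block. Over all alternatives the adjusted p of these lists went from 7.12e-04 to 0.652, 0.00302 to 0.678 and 3.06e-04 to 0.652. Without 261.5 μM replicate 3 the mean for cell cycle arrest was 0.53.

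Expression of mdm2 (ENSDARG00000033443) rose from 59.7 ± 18.3 CPM in the controls to 194.5 ± 31.8 CPM, a log2 fold change of 1.70 (SE 0.29, adjusted p = 0.00978). For cdkn1a (ENSDARG00000076554), the treatment group mean was 19.9 ± 5.65 CPM against 4.15 ± 2.3 CPM in the controls (log2 fold change 2.27, SE 0.39, adjusted p = 0.00978). Control embryos had 6.61 ± 1.41 CPM of pmaip1 (ENSDARG00000089307) and exposed embryos 14.6 ± 1.71 CPM, with a log2 fold change of 1.14 (SE 0.21, adjusted p = 0.0128). Expression of cxcl18a.1 (ENSDARG00000111840) rose from 1.72 ± 1.04 CPM in the controls to 10.4 ± 3.1 CPM, a log2 fold change of 2.62 (SE 0.35, adjusted p = 0.0014). For irg1l (ENSDARG00000062788), the treatment group mean was 16.9 ± 2.72 CPM against 3.24 ± 1.76 CPM in the controls (log2 fold change 2.38, SE 0.50, adjusted p = 0.0287). In the control embryos il11a (ENSDARG00000037859) was at or under the limit of 3 counts, and its 0.321 ± 0.178 CPM at 261.5 μM was at least 3.39-fold higher (adjusted p = 0.0326). Of these genes only cxcl18a.1 stayed a DEG in each fit that left out an embryo, with a highest adjusted p of 0.0144. Without 261.5 μM replicate 4 the adjusted p was 0.0658 for mdm2 and for cdkn1a, 0.082 for pmaip1 and 0.132 for irg1l, and without replicate 3 it was 0.118 for il11a.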

Stress-related impacts on gene expression were seen in the 171 and 261.5 μM treatment groups with enrichment and upregulation of the KEGG path:dre04115 p53 signaling pathway (5 up, 0 down; 6 up, 0 down at 171 and 261.5 μM), GO biological processes GO:0030018 inflammatory response (6 up, 0 down; 8 up, 0 down at 171 and 261.5 μM) and GO:0007050 cell cycle arrest (2 up, 0 down; 3 up, 0 down at 171 and 261.5 μM) (Supplemental Tables S6 and S7).

Consistent with the high mortality experienced at 314 μM of Disperse Blue 14, DEGs of GO:0000278 mitotic cell cycle were principally downregulated (19 up, 29 down) and GO:0009611 response to wounding was upregulated (23 up, 8 down) (Supplemental Tables S6 and S7). Additionally, consistent with increased mortality observed at the high dose, at 48 hpf, embryo KEGG pathways related to metabolism were downregulated [e.g., path:dre01100 metabolic pathways (78 up, 156 down) and path:dre00190 oxidative phosphorylation (0 up, 36 down)]. 

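At 314 μM, 5 of 56 genes listed for the mitotic cell cycle were DEGs, all lower, and adjusted over the list alone the number was 0. The list had a mean log2 fold change of −0.35 with 16 genes higher (adjusted p = 0.276), and its score of 4.76 ± 0.13 (SD, n = 3) was not distinguishable from that of the controls (5.07 ± 0.35, SD, n = 4; exact permutation p = 0.286). The mean was −0.82 without 314 μM replicate 2 and −0.23 without control replicate 2. Expression of MAD2L1 (ENSDARG00000004713) fell from 65.6 ± 25.7 CPM in the controls to 37.8 ± 8.01 CPM, a log2 fold change of −0.80 (SE 0.24, adjusted p = 0.0355). For SMC4 (ENSDARG00000038882), the treatment group mean was 29 ± 5.28 CPM against 56.1 ± 20.1 CPM in the controls (log2 fold change −0.95, SE 0.28, adjusted p = 0.0355). Control embryos had 19.8 ± 11.4 CPM of aurka (ENSDARG00000012485) and exposed embryos 8.68 ± 2.47 CPM, with a log2 fold change of −1.19 (SE 0.37, adjusted p = 0.0404). In aurka 1 exposed embryo overlapped the controls, and without 314 μM replicate 3 the adjusted p of MAD2L1, SMC4 and aurka was 0.183, 0.173 and 0.193. Among 36 genes listed for the response to wounding, 4 were higher and 3 lower DEGs (5 and 3 adjusted over the list alone), and the mean log2 fold change was 0.03 (adjusted p = 0.88). This list's score was 3.91 ± 0.20 against 3.87 ± 0.16 in the controls (exact permutation p = 0.743), and its mean changed sign, to −0.12, when only the 314 μM treatment group and the control were fitted, to −0.03 with genes of at least 10 counts in every embryo, and to −0.20, −0.02 and −0.04 without 314 μM replicate 2, control replicate 3 and control replicate 4. Expression of tgfb1a (ENSDARG00000041502) rose from 38.6 ± 7.77 CPM in the controls to 80.8 ± 9.69 CPM, a log2 fold change of 1.07 (SE 0.17, adjusted p = 0.00515). For FOSL2 (ENSDARG00000040623), the treatment group mean was 106 ± 16 CPM against 26.3 ± 14.8 CPM in the controls (log2 fold change 2.00, SE 0.45, adjusted p = 0.017). At 314 μM il11a was at 0.345 ± 0.215 CPM, at least 3.65-fold above the controls (adjusted p = 0.0141), or 2.36-fold without 314 μM replicate 2. Leaving out single embryos kept tgfb1a and il11a as DEGs (highest adjusted p 0.0385 and 0.045), whereas FOSL2 had an adjusted p of 0.0896 without 314 μM replicate 3.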

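For oxidative phosphorylation, 45 listed genes were lower DEGs at 314 μM and 0 were higher, and adjusted over the list alone 59 were lower and 1 higher. As a list they had a mean log2 fold change of −0.91, with 11 genes higher (adjusted p = 0.152). Its score was 4.50 ± 0.32 at 314 μM (SD, n = 3) and 5.27 ± 0.57 in the controls (SD, n = 4; exact permutation p = 0.0571). Control replicate 2 had a score of 6.13, and the other control embryos had 4.94 to 5.03. Without that embryo the mean log2 fold change was −0.47, and without 314 μM replicate 2 it was −1.20. Expression of NDUFA1 (ENSDARG00000036329) fell from 132 ± 30.1 CPM in the controls to 71.1 ± 10.7 CPM, a log2 fold change of −0.89 (SE 0.20, adjusted p = 0.0166). For NDUFS4 (ENSDARG00000052840), the treatment group mean was 18.1 ± 4.56 CPM against 45.4 ± 22 CPM in the controls (log2 fold change −1.32, SE 0.29, adjusted p = 0.0166). Control embryos had 52.6 ± 16.4 CPM of ndufa7 (ENSDARG00000036684) and exposed embryos 25.5 ± 8.38 CPM, with a log2 fold change of −1.04 (SE 0.23, adjusted p = 0.0167). Each of the 3 had its highest adjusted p without 314 μM replicate 3 (0.118 for NDUFA1 and NDUFS4 and 0.113 for ndufa7). The citric acid cycle list had 6 lower and 0 higher DEGs among 25 genes (6 and 0 adjusted over the list alone) and a mean log2 fold change of −0.39 (adjusted p = 0.24).

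**Figure D1:**
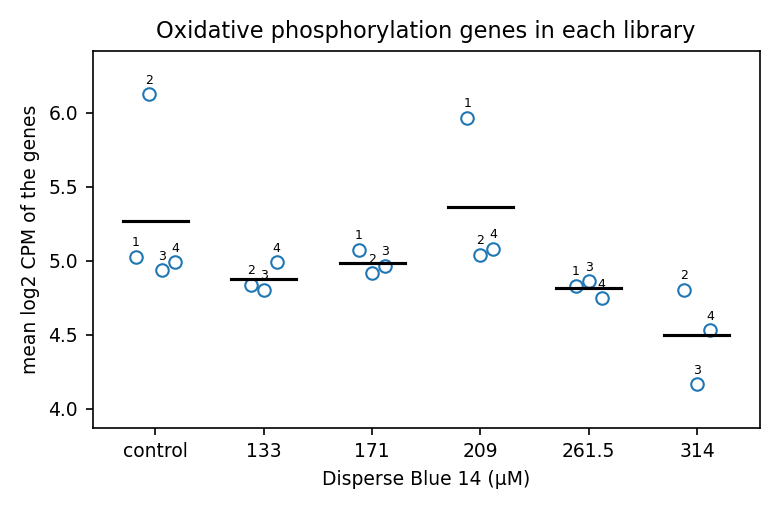
Mean log2 CPM of the oxidative phosphorylation genes (vertical axis) in each embryo of the Disperse Blue 14 control and treatment groups (horizontal axis, μM). Each circle is 1 embryo with its replicate number, and the black lines are group means. Control replicate 2 sits at 6.13, above the other control embryos.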

Pathways were also affected that were related to protein misfolding [path:dre04141 protein processing in endoplasmic reticulum (10 up, 22 down)], cellular damage and senescence [path:dre04218 cellular senescence (21 up, 13 down), path:dre04140 autophagy-animal (22 up, 9 down)] and DNA replication and repair [path:dre03030 DNA replication (0 up, 10 down), path:dre03420 nucleotide excision repair (2 up, 10 down) and path:dre03430 mismatch repair (0 up, 7 down)].

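The list for protein processing in the endoplasmic reticulum had 4 higher and 16 lower DEGs among 70 genes (6 and 22 adjusted over the list alone). Its mean log2 fold change was −0.37 (adjusted p = 0.076) and its score was 5.57 ± 0.07 (SD, n = 3) against 5.87 ± 0.16 in the controls (SD, n = 4; exact permutation p = 0.0571). The rotation test passed for it without control replicate 1 (−0.37, adjusted p = 0.0234) and without 314 μM replicate 2 (−0.48, adjusted p = 0.0426), and the mean was −0.20 without 314 μM replicate 3. Its adjusted p went from 0.0234 to 0.652 over all alternatives. Expression of HSPA8 (ENSDARG00000037403) fell from 6.4 ± 1.82 CPM in the controls to 2.71 ± 0.329 CPM, a log2 fold change of −1.24 (SE 0.21, adjusted p = 0.00618). Its symbol belongs to more than 1 identifier. For HSPA5 (ENSDARG00000103846), the treatment group mean was 60.8 ± 14.7 CPM against 178 ± 90.8 CPM in the controls (log2 fold change −1.55, SE 0.33, adjusted p = 0.0151). Control embryos had 162 ± 116 CPM of VCP (ENSDARG00000020008) and exposed embryos 40 ± 7.39 CPM, with a log2 fold change of −2.02 (SE 0.46, adjusted p = 0.0181). Without 314 μM replicate 3, HSPA5 and VCP had an adjusted p of 0.111 and 0.12. The HSPA8 identifier ENSDARG00000037403 remained a DEG in each fit without 1 embryo (highest adjusted p 0.0385). Cellular senescence had 12 higher and 7 lower DEGs among 77 genes (13 and 8 adjusted over the list alone) and no shift as a list (mean −0.12, adjusted p = 0.968), with means of −0.30 without 314 μM replicate 2 and −0.03 without replicate 3. In this list, cdkn1a was at 23.1 ± 7.09 CPM (log2 fold change 2.48, SE 0.40, adjusted p = 0.00515) and mdm2 at 199.8 ± 67.1 CPM (log2 fold change 1.74, SE 0.29, adjusted p = 0.00574), and both remained DEGs with each embryo left out (highest adjusted p 0.0385 and 0.0413).

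Autophagy had 8 higher and 5 lower DEGs among 72 genes (9 and 5 adjusted over the list alone), a mean log2 fold change of 0.06 and an adjusted p of 0.212, which was 0.00171 with a mean of 0.12 without control replicate 1. The mean was 0.01 without 314 μM replicate 2, and over all alternatives the adjusted p went from 0.0017 to 0.738. Expression of dapk2a (ENSDARG00000061096) rose from 9.43 ± 2.75 CPM in the controls to 19.6 ± 4.4 CPM, a log2 fold change of 1.06 (SE 0.23, adjusted p = 0.0146). For UVRAG (ENSDARG00000023815), the treatment group mean was 2.37 ± 0.529 CPM against 5.63 ± 1.2 CPM in the controls (log2 fold change −1.25, SE 0.30, adjusted p = 0.0217). Control embryos had 13.7 ± 6.58 CPM of DEPTOR (ENSDARG00000040930) and exposed embryos 32.5 ± 8.26 CPM, with a log2 fold change of 1.24 (SE 0.32, adjusted p = 0.0246). Their adjusted p without 314 μM replicate 3 was 0.116, 0.121 and 0.14. DNA replication had 11 lower DEGs among 33 genes and 0 higher (13 and 0 adjusted over the list alone), nucleotide excision repair 11 lower and 1 higher among 39 (14 and 1), and mismatch repair 8 lower and 0 higher among 21 (8 and 0). These lists had mean log2 fold changes of −0.55, −0.49 and −0.47, but none passed the rotation test (adjusted p = 0.129, 0.121 and 0.121) or the exact permutation test of the scores (p = 0.114, 0.143 and 0.143). Without control replicate 2 the means for DNA replication and nucleotide excision repair were −0.34 and −0.29. Expression of POLE (ENSDARG00000058533) fell from 44.6 ± 8.09 CPM in the controls to 25.5 ± 0.536 CPM, a log2 fold change of −0.80 (SE 0.17, adjusted p = 0.0151). For RPA3 (ENSDARG00000002613), the treatment group mean was 21.3 ± 2.26 CPM against 37.3 ± 8.63 CPM in the controls (log2 fold change −0.81, SE 0.19, adjusted p = 0.021). Control embryos had 90.6 ± 30.9 CPM of FEN1 (ENSDARG00000011404) and exposed embryos 51.2 ± 7.36 CPM, with a log2 fold change of −0.82 (SE 0.20, adjusted p = 0.0212). RFC3 (ENSDARG00000055969) fell from 25.3 ± 10.6 to 12.6 ± 2.46 CPM (adjusted p = 0.0248). For MSH6 (ENSDARG00000104541), the treatment group mean was 42 ± 5.73 CPM against 69.9 ± 18.6 CPM in the controls (log2 fold change −0.74, SE 0.18, adjusted p = 0.0235). Without 314 μM replicate 3 the adjusted p of POLE, RPA3, FEN1, RFC3 and MSH6 rose to 0.0819, 0.121, 0.135, 0.144 and 0.142.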

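A list of 16 genes for microglia and for axon regeneration had 2 higher and 0 lower DEGs at 261.5 μM (3 and 0 adjusted over the list alone). On average its log2 fold change was 0.19, with 11 genes higher (adjusted p = 0.137), and its score was 3.60 ± 0.06 (SD, n = 3) against 3.36 ± 0.14 in the controls (SD, n = 4; exact permutation p = 0.0857). The 133, 171 and 209 μM treatment groups had 0 DEGs in this list, with 2, 4 and 2 adjusted over the list alone.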

Notably, few GO terms or KEGG pathways related to neuronal processes were enriched in doses below 314 μM with the exception of GO:0014004 microglia differentiation (2 up, 0 down) and GO:0048679 regulation of axon regeneration (2 up, 0 down) at 261.5 μM. This supports the hypothesis that dark phase hypoactivity seen in all treatment groups in the locomotor assay is likely due to physiological defects (yolk sac edema) rather than neurotoxicological effects. 

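A list of 54 genes for neuronal development had 0 DEGs in each of the 4 treatment groups below 314 μM, also when adjusted over the list alone, and 3 higher and 6 lower DEGs at 314 μM. Its mean log2 fold changes from 133 to 314 μM were 0.15, 0.20, 0.03, −0.04 and 0.19 (adjusted p = 0.274, 0.205, 0.566, 0.707 and 0.251). At 261.5 μM its score was 5.17 ± 0.06 (SD, n = 3) against 5.09 ± 0.30 in the controls (SD, n = 4; exact permutation p = 0.629), and its mean was 0.14 without control replicate 1 and −0.11 without control replicate 2. From the few neuronal terms enriched below 314 μM, the paper proposes that the dark-phase hypoactivity of all treatment groups came from physiological defects such as yolk sac edema and not from neurotoxicological effects.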

Yolk sac edema is a common endpoint that many chemicals can perturb. This is not to say that the mechanism that leads to this endpoint is always the same. It is unknown if the yolk sac edema is a primary or secondary manifestation to the exposure. We used the zebrafish model as a biosensor to indicate that exposure to the dyes disrupted the most sensitive life stage and then used secondary assays and transcriptomics to identify the pathways involved to result in a phenotype later in development.

### 3.6. Disperse Red 9 Differentially Expressed Genes and Functional Enrichment 

At 48 hpf, Disperse Red 9 treatments had low levels of DEG in comparison to other dye treatment groups (Figure 4). 

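Neither the 10 μM nor the 25 μM Disperse Red 9 treatment group had a DEG, with 867 and 1250 genes at an unadjusted p under 0.05. The lowest adjusted p was 0.907 at 10 μM and 0.0589 at 25 μM, and the count stayed at 0 in each of the 7 fits per concentration that left out 1 embryo, with 457 to 1107 genes at an unadjusted p under 0.05 at 10 μM and 948 to 3415 at 25 μM. DESeq2 moved these results most, to 17 genes at 10 μM and 124 at 25 μM with the same thresholds.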

No effect on gene expression was seen in the 10 and 25 μM treatment groups. 

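At 35 μM 17 genes were DEGs and 1429 had an unadjusted p under 0.05. All 17 were DEGs in the same direction at 45 μM and 16 of them at 55 μM, so the share found at 1 of these 2 concentrations or both was 100% (95% Wilson interval 81.6% to 100%). Among unchanged treatment groups simulated against the same controls, the top-ranked genes overlapped by a median of 5.9% (0% to 17.6%). These groups too were given the mean of the controls, so overlap from a deviation of the controls was left out. There were 252 DEGs at 45 μM and 122 at 55 μM, with 2731 and 2483 genes at an unadjusted p under 0.05 and 97 DEGs shared in direction. These counts depended on single embryos. At 35 μM they went from 0 without replicate 3 or 4, with 1232 and 994 genes at an unadjusted p under 0.05, to 10 without control replicate 4. At 45 μM they lay between 6 without replicate 2 and 111 without control replicate 4, and at 55 μM between 1 without replicate 4 and 54 without control replicate 1. A fit of only the treatment group and its control gave 34, 26 and 715 DEGs at the 3 concentrations.

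The following genes had the 3 largest rises and falls at 45 μM among DEGs with at least 1 CPM on average, a symbol and no overlap between the groups. Expression of isg15 (ENSDARG00000086374) rose from 0.383 ± 0.111 CPM in the controls to 8.89 ± 13.3 CPM, a log2 fold change of 4.52 (SE 0.83, adjusted p = 0.0205). For FOSL1 (ENSDARG00000015355), the treatment group mean was 30.7 ± 45.6 CPM against 2.45 ± 0.314 CPM in the controls (log2 fold change 3.64, SE 0.87, adjusted p = 0.0466). Replicate 2 carried much of both rises, with 24.3 CPM of isg15 against 1.62 and 0.758 CPM in the other embryos, and without it the log2 fold changes were 1.63 for isg15 (adjusted p = 0.203) and 0.83 for FOSL1 (adjusted p = 0.762). Control embryos had 1.15 ± 0.916 CPM of si:ch211-57n23.4 (ENSDARG00000078557) and exposed embryos 10.9 ± 7.64 CPM, with a log2 fold change of 3.23 (SE 0.74, adjusted p = 0.0392). Expression of crygm2d11 (ENSDARG00000069827) fell from 31.5 ± 10.5 CPM in the controls to 0.843 ± 0.156 CPM, a log2 fold change of −5.21 (SE 0.70, adjusted p = 0.00375). This gene is one of a group of near-identical crystallin copies. For si:ch211-255g12.6 (ENSDARG00000094310), the treatment group mean was 1.92 ± 0.174 CPM against 22.9 ± 6.49 CPM in the controls (log2 fold change −3.57, SE 0.41, adjusted p = 0.00133). Control embryos had 19.5 ± 4.3 CPM of rs1a (ENSDARG00000027236) and exposed embryos 2.13 ± 0.127 CPM, with a log2 fold change of −3.19 (SE 0.61, adjusted p = 0.0214). Without 45 μM replicate 2, si:ch211-255g12.6 remained a DEG (adjusted p = 0.0173), and the adjusted p was 0.252 for si:ch211-57n23.4, 0.0515 for crygm2d11 and 0.155 for rs1a.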

The 35 μM group had 14 DEGs, with most overlapping in identity with DEGs from the two higher concentration treatment groups (Supplemental Table S5). 

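In a list of 23 genes for sodium and potassium homeostasis, 2 genes were higher and 0 lower DEGs at 35 μM (2 and 1 adjusted over the list alone), and at 45 μM 2 were higher and 1 lower (2 and 4). The list as a whole did not shift, with mean log2 fold changes of 0.05 (adjusted p = 0.993) and −0.07 (adjusted p = 0.309), and the 45 μM mean was −0.01 without control replicate 4. Its score at 45 μM was 4.98 ± 0.05 (SD, n = 3), and that of the controls was 5.04 ± 0.02 (SD, n = 4; exact permutation p = 0.114). Expression of ATP1B2 (ENSDARG00000034424) fell from 14.8 ± 2.28 CPM in the controls to 7.62 ± 1.1 CPM, a log2 fold change of −0.95 (SE 0.18, adjusted p = 0.0214). More than 1 identifier carries this symbol. For slc12a10.3 (ENSDARG00000055253), the treatment group mean was 3.94 ± 0.458 CPM against 1.53 ± 0.461 CPM in the controls (log2 fold change 1.36, SE 0.28, adjusted p = 0.0282). Control embryos had 4.48 ± 1.05 CPM of atp1a1a.5 (ENSDARG00000040252) and exposed embryos 11.6 ± 0.64 CPM, with a log2 fold change of 1.37 (SE 0.31, adjusted p = 0.0382). Without 45 μM replicate 2 none of the 3 was a DEG (adjusted p = 0.168, 0.134 and 0.17).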

GO terms in DEG at 35 and 45 μM were enriched for biological processes in sodium and potassium ion homeostasis (Supplemental Table S8). At both 45 and 55 μM, DEG were enriched for biological processes GO:0010165 response to X-rays (3 up, 0 down; 2 up, 0 down at 45 and 55 μM) and the KEGG pathway path:dre03440 homologous recombination (4 up, 0 down; 3 up, 0 down at 45 and 55 μM) (Supplemental Tables S8 and S9). 

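Of 37 genes listed for homologous recombination, 4 were higher DEGs at 45 μM and 2 at 55 μM (4 and 3 adjusted over the list alone), and 0 were lower. At 45 μM the mean log2 fold change was 0.23 (adjusted p = 0.318) and 0.27 at 55 μM (adjusted p = 0.298), where 28 genes were higher. In the 55 μM embryos the score was 3.69 ± 0.11 (SD, n = 3), against 3.41 ± 0.15 in the controls (SD, n = 4; exact permutation p = 0.0571). With only the 55 μM treatment group and the control in the fit, the list passed the rotation test, with a mean of 0.30 and an adjusted p of 0.0248, and the alternatives ranged from 0.0248 to 0.541. Expression of blm (ENSDARG00000077089) rose from 22.2 ± 4.95 CPM in the controls to 42.9 ± 1.39 CPM, a log2 fold change of 0.95 (SE 0.19, adjusted p = 0.033). For pold3 (ENSDARG00000076169), the treatment group mean was 96.9 ± 0.687 CPM against 60.7 ± 9.17 CPM in the controls (log2 fold change 0.67, SE 0.14, adjusted p = 0.0421). Each of the 7 fits that left out an embryo removed both genes from the DEGs, with a highest adjusted p of 0.192 without 55 μM replicate 4.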

At 55 μM, DEG were downregulated for biological processes in nerve and eye development (GO:0002088 lens development in camera-type eye (0 up, 4 down), GO:0021545 cranial nerve development (2 up, 2 down), and GO:0005212 structural constituent of eye lens (0 up, 4 down)). Although no eye deformities were observed in exposed embryo, the downregulation of nerve and eye development processes is consistent with Disperse Red 9 causing changes in light/dark locomotor responses seen in Section 3.3.

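Among 43 lens crystallin genes, 2 were lower DEGs at 55 μM and 0 higher, and adjusted over the list alone 8 were lower. Their mean log2 fold change was −1.01, with only 2 genes higher (adjusted p = 0.184). Every exposed embryo had a lower score than every control embryo, 5.00 ± 0.19 (SD, n = 3) against 5.98 ± 0.16 (SD, n = 4), and the exact permutation p of 0.0286 is the smallest these numbers of embryos allow. With only the 55 μM treatment group and the control fitted, the adjusted p was 0.0170 at a mean of −1.01 (range over all alternatives 0.017 to 0.475). For crygm2d11 the exposed embryos had 1.14 ± 0.483 CPM against 31.5 ± 10.5 CPM in the controls (log2 fold change −4.77, SE 0.68, adjusted p = 0.00555). Expression of crygm2d14 (ENSDARG00000087301) fell from 172.5 ± 21.4 CPM in the controls to 44.7 ± 6.52 CPM, a log2 fold change of −1.95 (SE 0.42, adjusted p = 0.0442). Both belong to the near-identical crystallin copies, and without 55 μM replicate 4 their adjusted p was 0.0715 and 0.225. The list for neuronal development had 0 DEGs at 55 μM (1 lower and 0 higher adjusted over the list alone) and a mean log2 fold change of −0.19 (adjusted p = 0.73). From the lower expression of nerve and eye development genes the paper proposes a link with the altered light and dark locomotor responses, although it observed no eye deformities.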

### 3.7. Solvent Red 169 Differentially Expressed Genes and Functional Enrichment

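At 1 and 5 μM Solvent Red 169, 666 and 1117 genes were DEGs, of which 500 and 821 were higher and 166 and 296 lower. Summed over both concentrations, 1321 were higher and 462 lower, but some alternatives reversed this excess. DESeq2 gave 2523 higher and 2886 lower DEGs. Without control replicate 3 the sums were 4574 and 5493, and without control replicate 4 they were 2456 and 3061. Under the other alternatives for these sums higher DEGs stayed in excess, except with the pooled controls, with 0 and 1. The 11.2 and 35.6 μM treatment groups had 0 DEGs, with 4304 and 4209 genes at an unadjusted p under 0.05, compared with 5981 and 5900 genes at 1 and 5 μM. A direct comparison of the 5 μM with the 11.2 μM treatment group gave 0 DEGs and 584 genes at an unadjusted p under 0.05. The same comparison had 75 DEGs when only these 2 treatment groups were fitted, 5 with DESeq2 and 1 with limma on the deposited log2 CPM. The 1 and 5 μM treatment groups shared 538 DEGs in the same direction, but they share their controls, and the overlap that unchanged groups would give was not simulated for this dye. The counts rested on the 4 control embryos of this dye. With the 16 control embryos of the 4 dyes pooled they fell to 1 DEG at 1 μM and 0 at 5 μM, the latter with 1239 genes at an unadjusted p under 0.05, and with only each treatment group and the control fitted to 1 and 10, while DESeq2 raised them to 2749 and 2660. Without control replicate 3 the counts were 5068 and 4999 at 1 and 5 μM and 3848 and 3965 at 11.2 and 35.6 μM, and without control replicate 4 they were 2867 and 2650 at 1 and 5 μM. Without 1 μM replicate 2, 1 μM replicate 4 or control replicate 1 the 1 μM count was 0, with 4476, 5299 and 4747 genes at an unadjusted p under 0.05, and without 5 μM replicate 1 the 5 μM count was 0, with 3558 such genes.

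**Figure D2:**
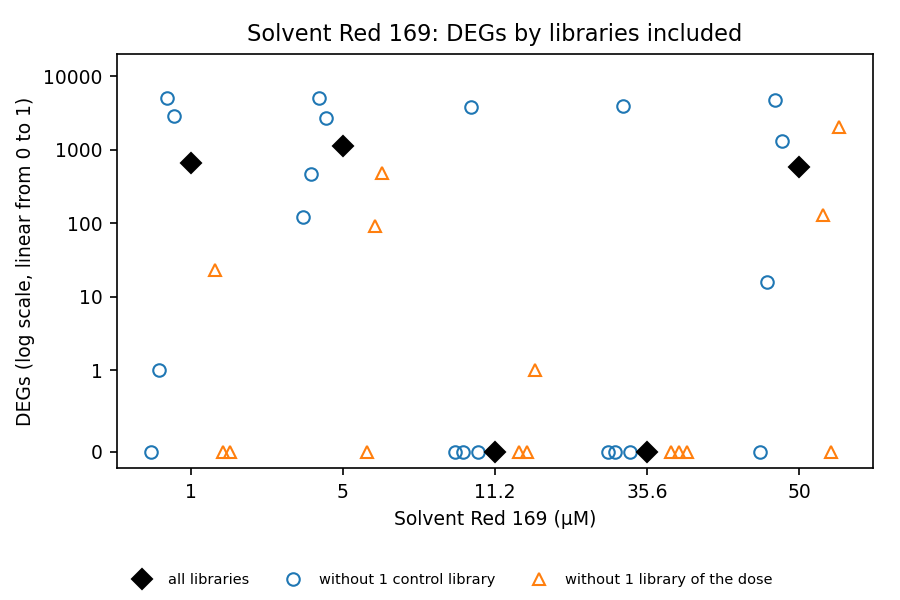
Number of DEGs (vertical axis, log scale that is linear from 0 to 1) at each Solvent Red 169 concentration (horizontal axis, μM) with all embryos (black diamonds), without 1 control embryo (blue circles) and without 1 exposed embryo (orange triangles). The diamonds are at 666, 1117, 0, 0 and 579, and the fits without 1 embryo range from 0 to 5068 at 1 μM.

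At 5 μM the 3 largest rises among DEGs with at least 1 CPM on average, a symbol and no overlap between exposed and control embryos were as follows. Expression of scpp8 rose from 0.905 ± 0.404 CPM in the controls to 5.37 ± 5.68 CPM, a log2 fold change of 2.57 (SE 0.54, adjusted p = 0.0169). Its log2 fold change was 1.23 without 5 μM replicate 2 (adjusted p = 0.141). For c1qtnf6b (ENSDARG00000006544), the treatment group mean was 3.09 ± 0.711 CPM against 0.54 ± 0.397 CPM in the controls (log2 fold change 2.51, SE 0.54, adjusted p = 0.0177). Control embryos had 0.759 ± 0.398 CPM of tmem86b (ENSDARG00000038296) and exposed embryos 3.74 ± 0.0541 CPM, with a log2 fold change of 2.29 (SE 0.36, adjusted p = 0.00626). The genes with the 3 largest falls had at most 3 counts in all exposed embryos, so that their folds are lower bounds. The control mean was 9.25 ± 8.19 CPM for PSME3 (ENSDARG00000012234), 5.81 ± 1.06 CPM for SERAC1 (ENSDARG00000056121) and 4.12 ± 1.93 CPM for PRKG1 (ENSDARG00000031702), and they were at least 84.4-fold, 53-fold and 37.6-fold lower (adjusted p = 0.0413, 0.00828 and 0.0197). The bound for PSME3 was 47.5-fold without control replicate 2. Control replicate 2 had 21.4 CPM of PSME3 and the other controls 3.42 to 6.48 CPM. Without 5 μM replicate 1 none of c1qtnf6b, tmem86b, PSME3, SERAC1 and PRKG1 was a DEG, with adjusted p of 0.111, 0.0517, 0.169, 0.0608 and 0.113. Over all alternatives the lowest log2 fold change was 0.44 for c1qtnf6b and 0.74 for tmem86b.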

At 48 hpf, Solvent Red 169 principally affected genes in the two lowest treatment groups, 1 μM (374 DEG) and 5 μM (764 DEG), where most DEGs were upregulated (926 up vs. 512 down; Figure 4). A small number of genes (79) were also affected at the 50 μM concentration Functional enrichment analysis indicated Solvent Red 169 impacted several biological pathways related to regulation of gene expression and development (Supplemental Tables S3 and S4). 

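At 50 μM 579 genes were DEGs, 448 of them higher and 131 lower, and 5434 genes had an unadjusted p under 0.05. Of these DEGs, 456 were also DEGs in the same direction at 5 μM and 366 at 1 μM, all against the same 4 control embryos and with no simulated overlap of unchanged groups for this dye. The pooled controls left 1 DEG at 50 μM. Across the 7 fits that each left out an embryo the count went from 0 without 50 μM replicate 3 or control replicate 1, with 3460 and 4020 genes at an unadjusted p under 0.05, to 4748 without control replicate 3.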

DEGs in the 1 μM treatment group were principally enriched in Gene Ontology (GO) terms for biological processes and functions related to cell cycle [GO:0007050 cell cycle arrest (5 up, 0 down)] and transcriptional and mRNA regulation [GO:0000122 Negative regulation of transcription by RNA polymerase II (9 up, 2 down)]. 

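The cell cycle arrest list of 25 genes had 1 higher and 1 lower DEG at 1 μM (1 and 2 adjusted over the list alone), a mean log2 fold change of −0.20 and an adjusted p of 0.972. Its score was 4.92 ± 0.06 (SD, n = 3) at 1 μM and 5.00 ± 0.21 (SD, n = 4) in the controls (exact permutation p = 0.514). In a list of 597 transcription factor genes, 22 were higher and 3 lower DEGs (25 and 5 adjusted over the list alone). That list had a mean log2 fold change of 0.00 with 323 genes higher, and it did not pass the rotation test (adjusted p = 0.0871).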

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway dre04216 ferroptosis (3 up, 2 down) which is involved in cell death was also enriched at 1μM Solvent Red 169. 

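Ferroptosis genes at 1 μM comprised 1 higher and 3 lower DEGs among 36 (1 and 5 adjusted over the list alone). The mean log2 fold change of the list was −0.17 with 18 genes higher (adjusted p = 0.799), and −0.08 without control replicate 2. The score was 4.58 ± 0.01 (SD, n = 3) against 4.64 ± 0.22 in the controls (SD, n = 4; exact permutation p = 0.657). Expression of fthl28 (ENSDARG00000076221) fell from 60.9 ± 60.9 CPM in the controls to 10.3 ± 2.77 CPM, a log2 fold change of −2.57 (SE 0.60, adjusted p = 0.0404). When scaled together with the control embryos of the other dyes, control replicates 1, 2, 3 and 4 had 64.4, 141, 11.0 and 20.4 CPM of fthl28, so that the groups overlapped and the spread of the controls exceeded the difference. For fthl30 (ENSDARG00000077360), the treatment group mean was 0.769 ± 0.442 CPM against 4.31 ± 3.75 CPM in the controls (log2 fold change −2.49, SE 0.63, adjusted p = 0.0426). Control embryos had 13.7 ± 2.13 CPM of GCLM (ENSDARG00000018953) and exposed embryos 23.7 ± 1.67 CPM, with a log2 fold change of 0.79 (SE 0.19, adjusted p = 0.0405). Both ferritin genes have near-identical copies. Without 1 μM replicate 2 the adjusted p of all 3 genes was 0.15. The smallest log2 fold changes over all alternatives were −1.61 for fthl28, −1.77 for fthl30 and 0.05 for GCLM.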

The Solvent Red 169 5 μM treatment group was enriched for upregulated GO biological processes related to cell cycle [GO:0007050 cell cycle arrest (5 up, 0 down)], transcriptional regulation [GO:0006355 regulation of transcription, DNA-templated (83 up, 5 down)], and neuronal development [GO:0050767 regulation of neurogenesis (16 up, 2 down), GO:0021884 forebrain neuron development (3 up, 0 down) and GO:0048702 embryonic neurocranium morphogenesis (3 up, 1 down)]. 

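At 5 μM 1 of 25 cell cycle arrest genes was a higher and 1 a lower DEG (2 and 2 adjusted over the list alone), with a mean log2 fold change of −0.12 (adjusted p = 0.357), which was −0.06 without control replicate 1 or 2. Expression of GAS2L1 (ENSDARG00000078803) rose from 34.9 ± 12.7 CPM in the controls to 69.6 ± 7.21 CPM, a log2 fold change of 1.00 (SE 0.24, adjusted p = 0.0255). The transcription factor list of 597 genes had 43 higher and 7 lower DEGs (51 and 14 adjusted over the list alone). With 337 genes higher, it had a mean log2 fold change of 0.03 and an adjusted p of 0.0423. This call was lost without 5 μM replicate 1, 2 or 3 (adjusted p = 0.131, 0.141 and 0.0601) and without control replicate 1 or 2 (0.140 and 0.135), with median-ratio size factors (0.0871), with only the 5 μM treatment group and the control fitted (0.249) and with camera (0.674). It was also lost with the replicate number as a block. The mean was 0.01 without control replicate 1 and 0.08 without control replicate 3, and the adjusted p went from 0.00168 to 0.674 over all alternatives. Of 54 neuronal development genes, 10 were higher and 0 lower DEGs (16 and 3 adjusted over the list alone), with a mean log2 fold change of 0.32 (adjusted p = 2.05e-04). Every embryo at 5 μM had a higher score than every control embryo, 5.57 ± 0.02 (SD, n = 3) against 5.10 ± 0.16 (SD, n = 4; exact permutation p = 0.0286). The call was not made with only the 5 μM treatment group and the control fitted (adjusted p = 0.0580) or with camera (adjusted p = 0.309), and the alternatives ranged from 3.52e-06 to 0.309. Neither the transcription factor nor the neuronal development list was tested against the pooled controls of the 4 dyes, which removed the DEGs at 5 μM.

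Expression of nhlh2 (ENSDARG00000025495) rose from 90.1 ± 16.6 CPM in the controls to 201 ± 25.1 CPM, a log2 fold change of 1.16 (SE 0.16, adjusted p = 0.00626). For SOX2 (ENSDARG00000070913), the treatment group mean was 106 ± 9.31 CPM against 50.2 ± 7.45 CPM in the controls (log2 fold change 1.07, SE 0.19, adjusted p = 0.00929). Expression of irx5b (ENSDARG00000074070) rose from 11.5 ± 3.69 CPM in the controls to 50.2 ± 7.54 CPM, a log2 fold change of 2.13 (SE 0.34, adjusted p = 0.00626). For ZBTB18 (ENSDARG00000028228), the treatment group mean was 185 ± 9.69 CPM against 95.6 ± 22.1 CPM in the controls (log2 fold change 0.96, SE 0.18, adjusted p = 0.0116). Without 5 μM replicate 1 the adjusted p was 0.133 for GAS2L1, 0.0517 for nhlh2, 0.0838 for SOX2, 0.0534 for irx5b and 0.087 for ZBTB18. Over all alternatives their lowest log2 fold changes were 0.32, 0.58, 0.35, 0.63 and 0.18 in the same order.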

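At 50 μM the glutathione metabolism list of 48 genes had 2 higher and 0 lower DEGs (4 and 3 adjusted over the list alone). The list did not shift, with a mean log2 fold change of −0.07 (adjusted p = 0.986), which became 0.02 without control replicate 2, and a score of 4.53 ± 0.16 (SD, n = 3) against 4.57 ± 0.19 (SD, n = 4; exact permutation p = 0.886). In these embryos GCLM was at 26.1 ± 5.08 CPM (log2 fold change 0.93, SE 0.19, adjusted p = 0.0283). It was not a DEG without 50 μM replicate 3 (adjusted p = 0.188), and its lowest log2 fold change over all alternatives was 0.18.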

At 50 μM, the GO biological processes GO:0021695 cerebellar cortex development (2 up, 0 down) and GO:0006749 glutathione metabolic process (2 up, 0 down) were enriched and upregulated. While a number of biological processes related to neurodevelopment were impacted and upregulated in exposed embryos, this does not appear to have had measurable impacts on the developmental and behavioral end points examined at 120 hpf. This suggests that detection of transcriptional changes due to chemical exposure does not necessarily lead to adverse effects and may reflect adaptive processes.

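The other concentrations of Solvent Red 169 share the 4 control embryos with 5 μM, so their values for the neuronal development list are not independent. Its mean log2 fold changes were 0.22, 0.16, 0.10 and 0.26 at 1, 11.2, 35.6 and 50 μM, with adjusted p of 0.00111, 0.00602, 0.0423 and 9.74e-04. DEGs in the list numbered 7 higher and 0 lower at 1 μM and 6 higher and 1 lower at 50 μM, with 0 at 11.2 and 35.6 μM. Adjusted over the list alone, 14 were higher and 4 lower at 1 μM, 6 and 4 at 11.2 μM, 0 and 0 at 35.6 μM and 14 and 4 at 50 μM. The scores of the exposed embryos were 5.45 ± 0.03, 5.40 ± 0.05, 5.34 ± 0.05 and 5.48 ± 0.04 (SD, n = 3 each; exact permutation p = 0.0571, 0.0571, 0.0857 and 0.0571). Scaled with the controls of all 4 dyes, the control embryos of Solvent Red 169 scored 4.77 to 5.16 for this list, those of Disperse Blue 14 4.65 to 5.29, those of Disperse Red 9 5.06 to 5.57 and those of Solvent Yellow 33 5.23 to 5.32. The paper sets these transcriptional changes against the developmental and behavioral endpoints at 120 hpf, where it measured little effect, and proposes that they may reflect adaptive processes.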

### 3.8. Solvent Yellow 33 Differentially Expressed Genes and Functional Enrichment 

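The 7.5, 9, 10.5, 12 and 13.5 μM Solvent Yellow 33 treatment groups had 32, 118, 189, 190 and 440 DEGs, with 840, 1314, 1615, 3279 and 2175 genes at an unadjusted p under 0.05. A fit of only each treatment group and the control gave 800, 966, 544, 0 and 2137 DEGs. DESeq2 gave 192, 441, 572, 1010 and 956, and the pooled controls of 4 dyes gave 2110 at 12 μM. The fit of only each treatment group and the control had 1184 genes at an unadjusted p under 0.05 at 12 μM. Leaving out 12 μM replicate 3, the embryo with 9171265 counts, raised all 5 counts, to 294, 741, 977, 1131 and 1583, and for the other concentrations this fit was chosen after seeing the data. In that embryo 1 gene (ENSDARG00000089382) held 40.0% of the counts, against 1.99% in the other embryos. Of the other fits without 1 embryo, the lowest count was 11 at 7.5 μM (without replicate 1), 31 at 9 μM (replicate 4), 45 at 10.5 μM (replicate 3), 58 at 12 μM (control replicate 2) and 91 at 13.5 μM (replicate 2), and at 12 μM the count was 1768 without replicate 4 and 1471 without replicate 1.

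The largest changes at 13.5 μM, by the rule used for the other dyes, were the following. Expression of CYP1A1 (ENSDARG00000098315) rose from 4.66 ± 0.992 CPM in the controls to 1255 ± 65.8 CPM, a log2 fold change of 8.07 (SE 0.88, adjusted p = 2.30e-04). The chemokine gene ccl34a.3 (ENSDARG00000094983) had at most 3 counts in each control embryo and 4.17 ± 0.173 CPM at 13.5 μM, at least 38.8-fold higher (adjusted p = 5.08e-04). For isg15, 0.343 ± 0.155 CPM in the controls and 13 ± 13.7 CPM at 13.5 μM gave a log2 fold change of 5.23 (SE 0.82, adjusted p = 0.0038), and 3.89 without replicate 2. For si:dkey-57a22.15 (ENSDARG00000093318), the treatment group mean was 1.53 ± 1.11 CPM against 20.3 ± 3.63 CPM in the controls (log2 fold change −3.73, SE 0.93, adjusted p = 0.0425). Expression of fabp4b (ENSDARG00000002311) fell from 108 ± 8.14 CPM in the controls to 12.6 ± 1.65 CPM, a log2 fold change of −3.10 (SE 0.27, adjusted p = 5.11e-05). Control embryos had 8.63 ± 1.56 CPM of a gene named only by a clone number (ENSDARG00000058462) and exposed embryos 1.04 ± 0.432 CPM, with a log2 fold change of −3.05 (SE 0.77, adjusted p = 0.0461). With each embryo left out in turn CYP1A1, ccl34a.3, isg15 and fabp4b remained DEGs (highest adjusted p 0.00266, 0.00506, 0.0301 and 9.57e-04), and without 13.5 μM replicate 2 the adjusted p was 0.214 for si:dkey-57a22.15 and 0.244 for ENSDARG00000058462. Over all alternatives the smallest log2 fold changes were 3.52 for CYP1A1, 3.36 for ccl34a.3, 2.75 for isg15 and −2.67 for fabp4b.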

After 48 h of exposure to Solvent Yellow 33, embryos showed a concentration-dependent increase in number of DEGs (Figure 4). There was a high degree of overlap (55–96%) in identity of differentially expressed genes between the Solvent Yellow 33 treatment groups (Supplemental Table S5). 

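The overlap between a pair of treatment groups is the number of DEGs shared in the same direction over the smaller number of DEGs. It was lowest for 10.5 and 12 μM, at 110 of 189 DEGs (58.2%, 95% Wilson interval 51.1% to 65%), and highest for 7.5 μM with 9, 10.5 and 13.5 μM, at 32 of 32 (100%, interval 89.3% to 100%). Of the other pairs, 12 and 13.5 μM shared 67.4%, 9 and 12 μM 75.4%, 10.5 and 13.5 μM 83.1%, 9 and 10.5 μM 83.9%, 9 and 13.5 μM 93.2% and 7.5 and 12 μM 93.8%. The same numbers of top-ranked genes were compared in 20 simulations of unchanged treatment groups against these 4 control embryos. Their median overlap was 0% (0% to 0.8%) for the lowest and 6.2% (4.2% to 15.6%) for the highest pair. Since the simulated groups were given the mean of the controls, overlap from a deviation of the controls was left out. With DESeq2 the lowest overlap was 37.9%, and with only each treatment group and the control in the fit it was 67.5%. Without 12 μM replicate 1, a fit chosen after seeing the data, it was 29.2%.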

A number of KEGG pathways were enriched at all exposure concentrations that are related to increased chemical stress (path:dre0048 glutathione metabolism, path:dre00982 metabolism of xenobiotics by cytochrome p450, path:dre00982 drug metabolism-cytochrome P450 and path:dre00480 glutathione metabolism).

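In a list of 47 glutathione metabolism genes, 1, 3, 3, 2 and 7 were higher DEGs from 7.5 to 13.5 μM and 0 were lower, and adjusted over the list alone 4, 10, 7, 8 and 10 were higher and 1 was lower at 13.5 μM. Mean log2 fold changes in the same order were 0.25, 0.30, 0.31, 0.39 and 0.33, and the list passed the rotation test at each concentration (adjusted p = 0.00432, 0.00197, 0.00221, 0.00878 and 7.58e-04). Its score was 4.89 ± 0.07 at 13.5 μM (SD, n = 3) and 4.57 ± 0.05 in the controls (SD, n = 4; exact permutation p = 0.0286), but 4.61 ± 0.39 at 12 μM (exact permutation p = 0.8286). Under camera with an estimated correlation between genes the 13.5 μM call held (adjusted p = 0.0190). A list of 102 genes for metabolism by cytochrome P450 had 3, 7, 7, 5 and 8 higher and 1, 1, 2, 2 and 1 lower DEGs in the same order (8, 9, 8, 10 and 10 higher and 1, 2, 3, 3 and 4 lower adjusted over the list alone). Mean log2 fold changes were 0.14, 0.14, 0.15, 0.02 and 0.11, and the list passed at no concentration (adjusted p = 0.573, 0.593, 0.645, 0.569 and 0.644). At 13.5 μM the score of each exposed embryo was above that of each control, 2.99 ± 0.03 against 2.87 ± 0.02 (exact permutation p = 0.0286). The list passed at 13.5 μM with only that treatment group and the control fitted (mean 0.11, adjusted p = 0.00153) and, in a fit chosen after seeing the data, without 12 μM replicate 3 (mean 0.06, adjusted p = 0.00779). Its mean was 0.05 without 13.5 μM replicate 2, and its adjusted p at 13.5 μM ranged from 0.00153 to 0.847 over all alternatives.

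Expression of gstp1.2 (ENSDARG00000104068) rose from 151 ± 28 CPM in the controls to 724 ± 109 CPM, a log2 fold change of 2.26 (SE 0.29, adjusted p = 8.93e-04). For gsto2 (ENSDARG00000033285), the treatment group mean was 46.2 ± 4.9 CPM against 24.7 ± 4.46 CPM in the controls (log2 fold change 0.90, SE 0.16, adjusted p = 0.00839). Control embryos had 16.7 ± 2.44 CPM of MGST1 (ENSDARG00000022165) and exposed embryos 27.1 ± 3.71 CPM, with a log2 fold change of 0.70 (SE 0.14, adjusted p = 0.0141). More than 1 identifier has the symbol MGST1. Expression of cyp1c2 (ENSDARG00000101789) rose from 5.95 ± 0.17 CPM in the controls to 76.1 ± 9.64 CPM, a log2 fold change of 3.68 (SE 0.49, adjusted p = 0.00118). For sult6b1 (ENSDARG00000086826), the treatment group mean was 148 ± 13.9 CPM against 33.2 ± 4.04 CPM in the controls (log2 fold change 2.16, SE 0.32, adjusted p = 0.00219). These genes belong to families of close copies between which reads could be split. Without any single embryo gstp1.2, cyp1c2 and sult6b1 remained DEGs (highest adjusted p 0.00675, 0.00796 and 0.0148), and without 13.5 μM replicate 4 the adjusted p was 0.0518 for gsto2 and 0.0961 for MGST1. The smallest log2 fold changes over all alternatives were 1.19 for gstp1.2, 2.63 for cyp1c2 and 1.21 for sult6b1.

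**Figure D3:**
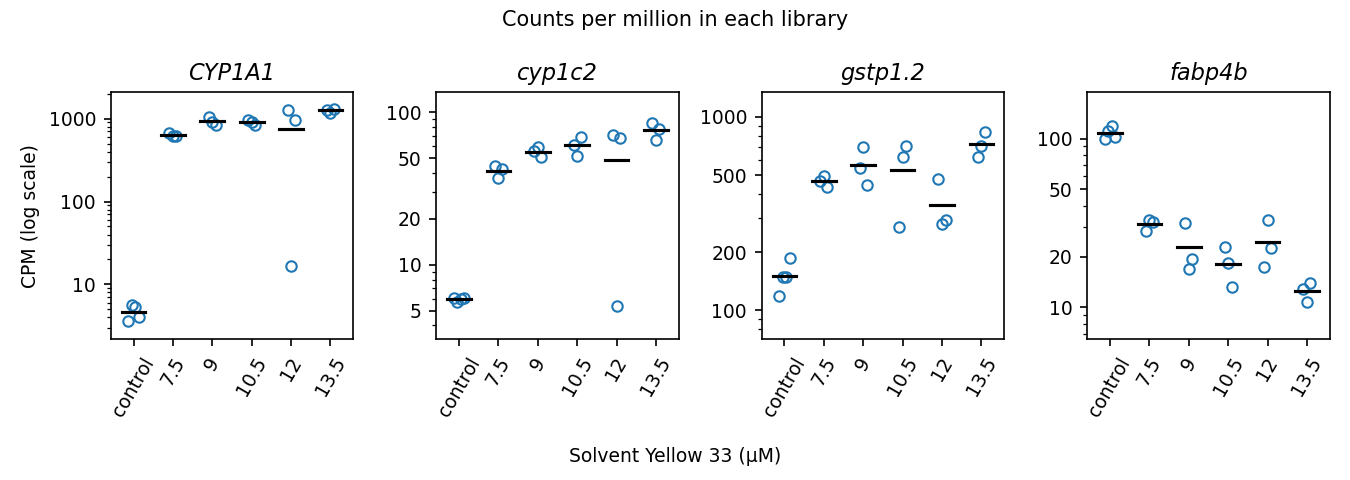
CPM (vertical axes, log scale) of CYP1A1, cyp1c2, gstp1.2 and fabp4b in each embryo of the Solvent Yellow 33 control and treatment groups (horizontal axes, μM). Circles are single embryos and black lines are group means. In each panel the embryos at 13.5 μM lie apart from the control embryos, and 12 μM replicate 3 is at 16.5 CPM of CYP1A1 where the other 12 μM embryos are at 1260 and 958.6 CPM.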

Chequer et al. [27] found that quinoline yellow (Solvent Yellow 33) can cause DNA damage to exposed human HepG2 cells in culture to nominal concentrations of 1.8, 3.6, 7.3, 18, 37, 55 and 73 μM and found that concentrations of 7.3 uM and higher were genotoxic and caused chromosomal damage using comet assays to detect genomic DNA degradation. 

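Lists of DNA repair genes were higher in the rotation test at 13.5 μM Solvent Yellow 33, although almost none of their genes was a DEG. The mean log2 fold change for 39 nucleotide excision repair genes was 0.17, 0.18, 0.26, 0.41 and 0.34 from 7.5 to 13.5 μM (adjusted p = 0.0514, 0.0654, 0.028, 0.104 and 0.00433), and 38 of them were higher at 13.5 μM. For 21 mismatch repair genes it was 0.24, 0.21, 0.29, 0.29 and 0.37 (adjusted p = 0.0713, 0.108, 0.0621, 0.138 and 0.0136), with 18 higher at 13.5 μM. For 36 homologous recombination genes it was 0.22, 0.24, 0.26, 0.27 and 0.37 (adjusted p = 0.0842, 0.0798, 0.0776, 0.105 and 0.0134), with 34 higher. At 13.5 μM the scores were 4.74 ± 0.10, 5.00 ± 0.10 and 3.72 ± 0.12 (SD, n = 3), against 4.40 ± 0.05, 4.63 ± 0.09 and 3.35 ± 0.10 in the controls (SD, n = 4), each with an exact permutation p of 0.0286. The 3 lists together held 1 DEG, a homologous recombination gene at 13.5 μM, and adjusted over the list alone the number was also 1. These lists were not run with camera, without single embryos or under any other alternative. The nucleotide excision and mismatch repair lists share genes, among them RPA3 and RFC3, so their results are not independent.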

Solvent Yellow 33 induced pathways involved in DNA damage and cell death in exposed embryos, suggesting that Solvent Yellow 33 may also be genotoxic to exposed embryos. The KEGG pathway path:dre04216 ferroptosis, an iron-dependent regulated form of cell death caused by the accumulation of lipid-based reactive oxygen species [28] was enriched in all but the 12 μM treatment group (3 up, 1 down, 5 up, 1 down; 5 up, 2 down; 9 up, 1 down at 7.5, 9, 10.5 and 13.5 μM, respectively; Supplemental Table S10). 

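The ferroptosis list of 36 genes had 1, 2, 2, 2 and 3 higher and 0, 0, 0, 1 and 1 lower DEGs from 7.5 to 13.5 μM (2, 3, 4, 2 and 5 higher and 0, 2, 1, 2 and 1 lower adjusted over the list alone). Its mean log2 fold changes were 0.15, 0.18, 0.21, 0.15 and 0.29 (adjusted p = 0.22, 0.107, 0.107, 0.645 and 0.0523). At 13.5 μM its score was 4.83 ± 0.04 (SD, n = 3), above that of every control (4.54 ± 0.05, SD, n = 4; exact permutation p = 0.0286). The rotation test passed at 13.5 μM with genes of at least 10 counts in every embryo (mean 0.27, adjusted p = 0.0316) and with only the 13.5 μM treatment group and the control fitted (mean 0.27, adjusted p = 0.00153). In fits chosen after seeing the data it passed without 12 μM replicate 3 (0.27, adjusted p = 0.000828), replicate 4 (0.30, adjusted p = 0.0427) or replicate 1 (0.29, adjusted p = 0.0433). Over all alternatives its adjusted p at 13.5 μM went from 8.28e-04 to 0.215. Expression of fthl27 (ENSDARG00000031776) rose from 277 ± 29.3 CPM in the controls to 725 ± 70.7 CPM, a log2 fold change of 1.39 (SE 0.19, adjusted p = 0.00157). For pcbp3 (ENSDARG00000054378), the treatment group mean was 20.2 ± 8.35 CPM against 45.1 ± 5.31 CPM in the controls (log2 fold change −1.16, SE 0.27, adjusted p = 0.0306). Here fthl28 was at 41 ± 6.51 CPM against 17.8 ± 3.66 CPM in the controls (log2 fold change 1.20, SE 0.28, adjusted p = 0.0311), and like fthl27 it has close copies. Only fthl27 remained a DEG with each embryo left out (highest adjusted p 0.0148), while pcbp3 had an adjusted p of 0.188 without 13.5 μM replicate 2 and fthl28 of 0.144 without replicate 4. From the pathways for DNA damage and cell death, set beside published chromosomal damage in human cells, the paper proposes that Solvent Yellow 33 may be genotoxic to the embryos.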

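For the p53 signaling list of 44 genes, the mean log2 fold changes from 7.5 to 13.5 μM were 0.22, 0.33, 0.43, 0.28 and 0.46 (adjusted p = 0.369, 0.186, 0.122, 0.842 and 0.104). It had 0, 1, 1, 0 and 2 higher DEGs and 0 lower, and 0, 1, 1, 0 and 6 higher adjusted over the list alone. Apart from 12 μM, every exposed embryo had a higher score than every control, with 4.74 ± 0.05 at 10.5 μM and 4.78 ± 0.14 at 13.5 μM (SD, n = 3) against 4.36 ± 0.02 (SD, n = 4; exact permutation p = 0.0286 at each of these concentrations), and at 12 μM the score was 4.23 ± 0.90 (exact permutation p = 0.886). With only the 13.5 μM treatment group and the control in the fit the list passed at a mean of 0.43 (adjusted p = 0.00382), and without 12 μM replicate 3, a fit chosen after seeing the data, it also passed at a mean of 0.43 (adjusted p = 0.000414). The adjusted p at 13.5 μM lay from 4.14e-04 to 0.287 over all alternatives. Expression of sesn2 (ENSDARG00000070012) rose from 4.79 ± 0.3 CPM in the controls to 12.8 ± 3.3 CPM, a log2 fold change of 1.41 (SE 0.29, adjusted p = 0.0158). It was not a DEG without 13.5 μM replicate 2, where the adjusted p was 0.132 at a log2 fold change of 1.19.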

The KEGG path:dre04115 p53 signaling pathway which is induced by cell and DNA damage was upregulated in exposed embryos at 10.5 μM and above, (8 up, 1 down; 12 up, 0 down; 12 up 1 down at 10.5, 12 and 13.5 μM, respectively; Supplemental Table S10). 

Consistent with hypoactivity in dark-phase movement by exposed larva at 120 hpf (Figure 3), there was a decrease in expression of GO biological processes related to eye development/function in all treatment groups at 48 hpf [GO:0061074 regulation of neural retina development (0 up, 2 down; 1 up, 2 down and 1 up, 2 down at 7, 9 and 10.5 μM); GO:0071482 cellular response to light stimulus in (1 up, 6 down; 2 up, 7 down; 2 up, 6 down and 1 up, 8 down at 9, 10.5, 12, 13.5 μM) and GO:0007602 phototransduction (0 up, 5 down at 9; 0 up, 6 down; 0 up, 7 down at 9, 10.5, 13.5 μM) Supplemental Table S11)]. 

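The phototransduction list of 25 genes had 0, 0, 1, 0 and 3 lower DEGs from 7.5 to 13.5 μM and 0 higher (0, 2, 3, 4 and 4 lower and 0, 0, 0, 1 and 0 higher adjusted over the list alone). Mean log2 fold changes of the list were −0.31, −0.49, −0.45, −0.24 and −0.61 (adjusted p = 0.0842, 0.0304, 0.0416, 0.0152 and 0.0129), and the 13.5 μM call was not made with camera (adjusted p = 0.123; range over all alternatives 0.00523 to 0.123). The score at 13.5 μM was 0.80 ± 0.08 (SD, n = 3) and that of the controls 1.32 ± 0.20 (SD, n = 4; exact permutation p = 0.0571), with control replicate 4 at 1.03 and the other controls at 1.39 to 1.45. For 33 light response genes the means were −0.31, −0.31, −0.36, −0.18 and −0.22 (adjusted p = 0.0111, 0.0178, 0.0152, 0.0117 and 0.0621), with 0, 0, 1, 0 and 1 lower and 0, 0, 0, 0 and 1 higher DEGs (1, 0, 1, 2 and 4 and 0, 0, 0, 0 and 1 adjusted over the list alone). At 13.5 μM this list had an adjusted p from 0.0413 to 0.255 over all alternatives, and passed without replicate 2 (mean −0.37, adjusted p = 0.0413), without control replicate 4 (adjusted p = 0.0466), with median-ratio size factors (−0.24, adjusted p = 0.0474) and with genes of at least 10 counts in every embryo (−0.22, adjusted p = 0.0437). Transcription factor genes of eye development (23 genes) had means of −0.20, −0.30, −0.32, −0.35 and −0.48 (adjusted p = 0.268, 0.0776, 0.0522, 0.0267 and 0.0138), with 3 lower DEGs at 13.5 μM and 0 at the other concentrations (0, 1, 2, 5 and 9 lower adjusted over the list alone).

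Expression of rcvrna (ENSDARG00000052223) fell from 11.7 ± 1.12 CPM in the controls to 3.44 ± 1.54 CPM, a log2 fold change of −1.76 (SE 0.37, adjusted p = 0.0198). For ARR3 (ENSDARG00000098475), the treatment group mean was 1.39 ± 0.451 CPM against 3.93 ± 0.885 CPM in the controls (log2 fold change −1.50, SE 0.34, adjusted p = 0.0295). ARR3 is a symbol of more than 1 identifier. Control embryos had 8.49 ± 2.42 CPM of sagb (ENSDARG00000038378) and exposed embryos 2.82 ± 0.167 CPM, with a log2 fold change of −1.59 (SE 0.40, adjusted p = 0.0423). Expression of BHLHE40 (ENSDARG00000004060) rose from 58.6 ± 4.65 CPM in the controls to 94.1 ± 16.9 CPM, a log2 fold change of 0.68 (SE 0.15, adjusted p = 0.0275). For opn6a (ENSDARG00000102430), the treatment group mean was 2.41 ± 0.748 CPM against 6.22 ± 1 CPM in the controls (log2 fold change −1.37, SE 0.35, adjusted p = 0.0467). None kept its call in all fits without 1 embryo: the adjusted p was 0.12 for rcvrna, 0.194 for sagb and 0.224 for BHLHE40 without 13.5 μM replicate 2, and 0.164 for ARR3 and 0.25 for opn6a without replicate 4.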

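In a list of 16 folate biosynthesis genes, 2, 2, 2, 2 and 2 were lower and 0, 1, 1, 1 and 1 higher DEGs from 7.5 to 13.5 μM (2, 2, 2, 2 and 2 and 1, 1, 1, 2 and 1 adjusted over the list alone). The mean log2 fold changes were −0.09, −0.05, 0.00, −0.09 and −0.08 (adjusted p = 0.646, 0.773, 0.773, 0.234 and 0.736), and at 13.5 μM the mean was 0.02 without replicate 4 and 0.00 in a fit without 12 μM replicate 4 that was chosen after seeing the data. The phenylalanine metabolism list of 12 genes had 2, 2, 2, 2 and 2 lower and 0 higher DEGs (2, 2, 2, 2 and 3 lower adjusted over the list alone), with means of −0.34, −0.38, −0.33, −0.33 and −0.44 (adjusted p = 8.27e-04, 3.25e-04, 3.71e-04, 5.88e-05 and 8.61e-05). At 12 μM its score was 3.19 ± 0.35 (SD, n = 3), below that of every control (3.80 ± 0.03, SD, n = 4; exact permutation p = 0.0286), and the call was not made with camera (adjusted p = 0.123 at a mean of −0.33; range over all alternatives 4.71e-05 to 0.123). Retinol metabolism (61 genes) had 1, 1, 2, 3 and 2 lower and 0, 1, 2, 0 and 3 higher DEGs (1, 5, 4, 4 and 3 and 1, 4, 4, 4 and 5 adjusted over the list alone) and means of −0.01, 0.01, 0.01, −0.05 and 0.01 (adjusted p = 0.915, 0.977, 0.915, 0.166 and 0.915). At 12 μM its mean was −0.24 without replicate 1 (adjusted p = 0.0172) and 0.21 with genes of at least 10 counts in every embryo (adjusted p = 0.938), and the adjusted p ranged from 0.0172 to 0.938.

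At 12 μM, for TAT (ENSDARG00000069630), the treatment group mean was 0.858 ± 0.574 CPM against 3.58 ± 0.486 CPM in the controls (log2 fold change −2.27, SE 0.44, adjusted p = 0.0204). Control embryos had 85.8 ± 6.16 CPM of aox5 (ENSDARG00000071475) and exposed embryos 27.9 ± 12.5 CPM, with a log2 fold change of −1.63 (SE 0.29, adjusted p = 0.0129). The 12 μM embryos had at most 3 counts of cyp2n13 (ENSDARG00000042953), which was at least 1.3-fold below the 0.959 ± 0.279 CPM of the controls (adjusted p = 0.0319). For lratb.2 (ENSDARG00000077652), the treatment group mean was 0.538 ± 0.477 CPM against 4 ± 0.672 CPM in the controls (log2 fold change −2.61, SE 0.57, adjusted p = 0.038). At 13.5 μM, expression of cbr1l (ENSDARG00000021149) rose from 54.9 ± 2.5 CPM in the controls to 155 ± 8.31 CPM, a log2 fold change of 1.50 (SE 0.27, adjusted p = 0.00806). Expression of gch2 (ENSDARG00000099101) fell from 276 ± 18.3 CPM in the controls to 82.7 ± 20.4 CPM, a log2 fold change of −1.74 (SE 0.31, adjusted p = 0.00806). Leaving out each embryo in turn kept aox5, cbr1l and gch2 as DEGs (highest adjusted p 0.0413, 0.042 and 0.0454), whereas the adjusted p of TAT was 0.0666 without control replicate 1 and those of cyp2n13 and lratb.2 were 0.0906 and 0.108 without control replicate 3.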

Solvent Yellow 33 reduced expression of metabolic pathways essential in embryo development including KEGG path:dre00790 folate synthesis (1 up, 4 down in all treatments), path: dre00360 phenylalanine metabolism (1 up, 2 down; 1 up, 3 down; 1 up, 3 down; 1 up and 3 down at 7.5, 9, 10.5 and 12 μM), path:dre00830 4etinol metabolism (4 up 8 down, 4 up, 6 down, 4 up 7 down at 9, 10.5 and 12 μM) (Supplemental Table S10). Disruption of folate synthesis causes developmental defects such as ventral edema, dorsal curvature, a shortened anterior–posterior axis and cardiac defects [29]. Disruption of retinoic acid signaling in the embryo has been found to cause deformations in pectoral fins [30] and impair eye development [31,32]. The effects of Solvent Yellow 33 exposure include *pericardial edema* (cardiac defects), bent body axis (dorsal curvature), pectoral fin deformation and downregulation of pathways related eye development/function, suggesting that disruption of folate synthesis and retinol metabolism may contribute to the developmental toxicity associated with Solvent Yellow 33.

## 4. Discussion

We examined the effect of three anthraquinone and one quinoline dye on the development, behavior and gene expression of zebrafish embryos to better understand the potential toxicity of the dyes. The combination of embryo testing with transcriptomics and in vitro assays for BBB permeability has allowed us to develop a more accurate understanding of the potential hazards of these dyes. The four dyes had a wide range of toxicity, with all but Solvent Red 169 causing adverse effects on development and behavior. 

Solvent Red 169 had the least impact, with no effect on mortality or morphology, a slight effect on behavior and moderate, mostly upregulated, effects on gene expression (0–764 DEG) at the range of concentrations tested (1–50 μM). Transcriptomics did not identify any potential negative impacts of Solvent Red 169. 

Disperse Red 9 had no effect on mortality at the 10–55 μM range tested, a LOEL of 25 μM for morphological abnormalities where it affected 8 of 13 categories, a LOEL of 25 μM for hyperactivity in light and hypoactivity in the dark phase of locomotor tests and a LOEL of 35 μM for a relatively low number of DEG (14–255 DEG per treatment). Gene expression analysis indicated that DNA damage and disruption of nerve and eye development may be occurring at the 55 μM dose tested at 48 hpf.

Disperse Blue 14 had a greater impact than Solvent Red 169 and Disperse Red 9 on the endpoints tested. Disperse Blue 14 had a LOEL of 261.5 μM for mortality, caused yolk sac edema and hypoactivity in the dark phase at all concentrations and had a LOEL of 133 μM for gene expression, with 314 μM affecting the most DEGs (2454 DEG vs. 18–174 for other treatment groups) at the 133–314 μM range tested. Gene expression analysis indicated that the dye caused toxic effects at all concentrations but few effects on neurodevelopmental processes. Our previous assessment of Disperse Blue 14 indicates that the dye causes developmental and behavioral effects at much lower concentrations, with a LOEL of 20.2 μM for developmental effects and hyperactivity in light and 0.66 μM for hypoactivity in dark [15].

While Solvent Yellow 33 had no effect on mortality, it was the most potent dye tested. It caused abnormalities in 4 of 13 categories at all concentrations tested (LOEL 7.5 μM), dark-phase hypoactivity at LOEL of 17.5 and affected a number of genes at each dose (268–1513 DEG) at the 7.5–13.5 μM range tested. At all concentrations, Solvent Yellow 33 decreased expression of metabolic pathways essential to embryo development (folate and retinol), whose disruption is known to cause developmental effects seen in exposed embryos.

Gene expression and enrichment analyses could also provide some insights into potential treatments. For instance, both Solvent Red 169 and Solvent Yellow 33 exposures affected glutathione metabolism pathways. Treatments that help replenish glutathione levels (such as N-acetylcysteine) could be used to validate or disprove the particular pathway as well as potentially be considered to counteract the adverse effects [33,34].

Anthraquinone and quinoline dyes are widely used across the world and potentially pose human and environmental hazards due to their use in commercial products and discharge into the environment. The analyses presented here indicate that certain dyes may have significant impacts on the development and behavior of zebrafish embryos. Since the developing zebrafish embryo is a model system to understand potential effects in mammalian systems, this indicates that these dyes also pose potential hazards to humans. This work demonstrates that the application of embryo testing with transcriptomics can deepen our understanding of the potential health hazard of dyes.

## Figures and Tables

**Figure 1:**
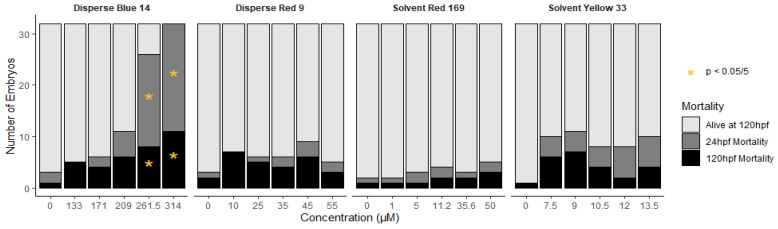
Summary of mortality at 24 and 120 hpf in Disperse Blue 14, Disperse Red 9, Solvent Red 169 and Solvent Yellow 33 treatment groups. * Indicates statistical significance (*p* < 0.05/5).

**Figure 2:**
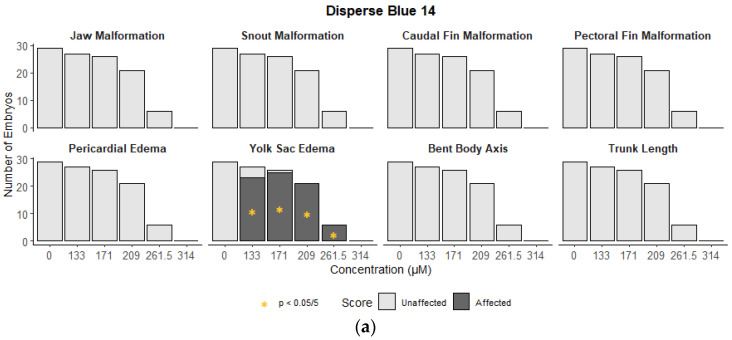

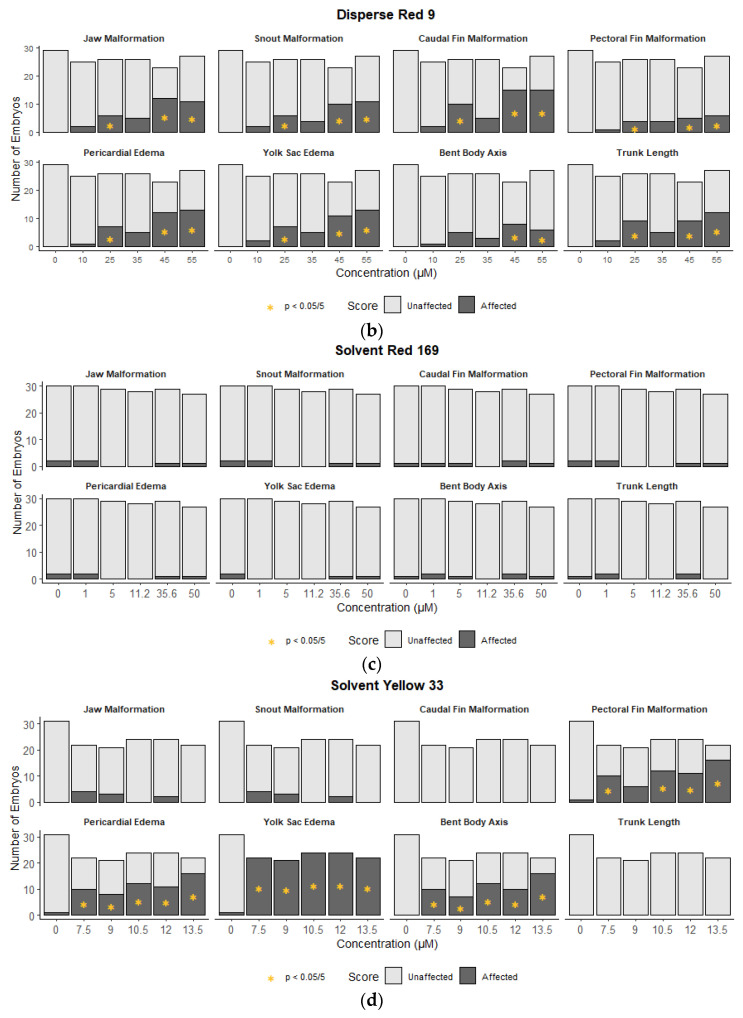
Summary of affected morphological endpoints in the Disperse Blue 14 (**a**), Disperse Red 9 (**b**), Solvent Red 169 (**c**), and Solvent Yellow 33 (**d**) treatment groups. * Indicates statistical significance (*p* < 0.05/5). The endpoints where no effects were seen are not included.

**Figure 3:**
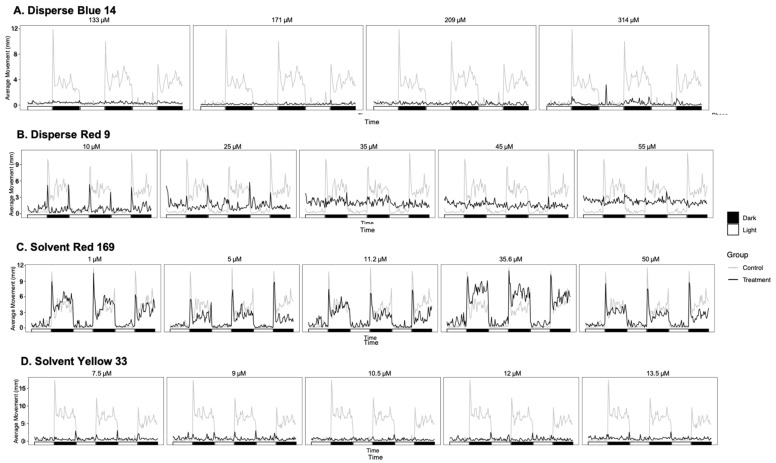
Average movement of the (**A**) Disperse Blue 14, (**B**) Disperse Red 9, (**C**) Solvent Red 169 and (**D**) Solvent Yellow 33 treatment groups throughout the photomotor assay.

**Figure 4:**
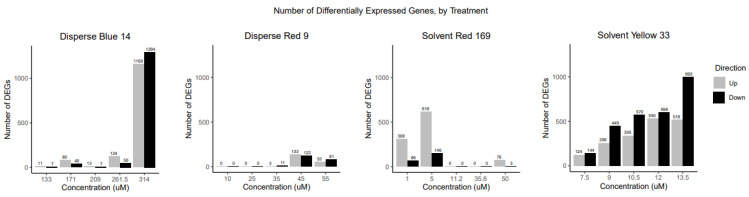
Number of up- and downregulated differentially expressed genes for the Disperse Blue 14, Disperse Red 9, Solvent Red 169 and Solvent Yellow 33 treatment groups.

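Of the Disperse Blue 14 DEGs, 10 were higher and 8 lower at 133 μM, 93 and 44 at 171 μM, 16 and 8 at 209 μM, 139 and 52 at 261.5 μM, and 1371 and 1431 at 314 μM. Disperse Red 9 DEGs were split into 4 higher and 13 lower at 35 μM, 113 and 139 at 45 μM, and 34 and 88 at 55 μM. With median-ratio size factors in place of TMM factors the last split was 51 and 72, while the median log2 fold change of all genes moved by 0.041. For Solvent Yellow 33 the higher and lower DEGs numbered 15 and 17 at 7.5 μM, 42 and 76 at 9 μM, 60 and 129 at 10.5 μM and 155 and 285 at 13.5 μM, and 67 of the DEGs at 12 μM were higher.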

**Table 1:** Analytical chemistry analysis showing nominal versus measured concentrations.

Name	Specifications	CAS Number	MW	Measured (mM)	Nominal (mM)	% of Nominal
Solvent Red 169		27354-18-3	265.31	13.53	40	33.8
Solvent Yellow 33	DOD-D-51485	8003-22-3	273.29	13.94	40	34.8
Disperse Blue 14	Def Std 68-58/2	2475-44-7	266.29	22.64	40	56.6
Disperse Red 9	Mil-D-3284	82-38-2	237.25	14.65	40	36.6

**Table 2:** Lowest Observable Effect Levels (LOEL) and Fisher’s Exact Test (P) *p*-values for morphological endpoints. (-) indicates no significance at any concentration. At 24 hpf, embryos were assessed for mortality (MO24), developmental progression (DP24), spontaneous movement (S24), and notochord distortion (NC24). Additionally, at 120 hpf, embryos were assessed for mortality (MORT), and morphological malformations including yolk sac edema (YSE), bent body axis (AXIS), eye (EYE), snout (SNOU), jaw (JAW), otic (OTIC), pericardial edema (PE), brain (BRAI), somite (SOMI), pectoral fin (PFIN), caudal fin (CFIN), circulation (CIRC), pigmentation (PIG), trunk length (TRUN), swim bladder (SWIM), notochord distortion (NC), and alterations in touch response (TR).

Endpoint	Solvent Red 169		Disperse Blue 14		Disperse Red 9		Solvent Yellow 33	
	LOEL (µM)	*p*	LOEL (µM)	*p*	LOEL (µM)	*p*	LOEL (µM)	*p*
MO24	-	-	261.5 μM	1.20 × 10^−5^	-	-	-	-
DP24	-	-	-	-	-	-	10.5	0.0031
SM24	-	-	-	-	-	-	-	-
NC24	-	-	-	-	-	-	-	-
MORT	-	-	261.5 μM	0.00013	-	-	-	-
YSE_	-	-	133 μM	5.50 × 10^−12^	25	0.0032	7.5	5.00 × 10^−14^
AXIS	-	-	-	-	45	0.00065	7.5	3.30 × 10^−5^
EYE_	-	-	-	-	-	-	-	-
SNOU	-	-	-	-	25	0.0079	-	-
JAW_	-	-	-	-	25	0.0079	-	-
OTIC	-	-	-	-	-	-	-	-
PE__	-	-	-	-	25	0.0032	7.5	0.00027
BRAI	-	-	-	-	-	-	-	-
SOMI	-	-	-	-	-	-	-	-
PFIN	-	-	-	-	55	0.0091	7.5	0.00027
CFIN	-	-	-	-	25	0.00018	-	-
PIG_	-	-	-	-	-	-	-	-
CIRC	-	-	-	-	-	-	-	-
TRUN	-	-	-	-	25	0.00049	-	-
SWIM	-	-	-	-	-	-	-	-
NC__	-	-	-	-	-	-	-	-
TR__	-	-	-	-	-	-	-	-

**Table 3:** Blood–brain barrier permeability assay results. Pe is permeability. Low permeability: Pe < 1 nm/s. Moderate permeability: 1 < Pe < 10 nm/s. High permeability: Pe > 10 nm/s. ^1^ Disperse Blue 14 data from To et al. [15]. NT is not tested due to low solubility.

Compound	Mean Pe (nm/s)	% Mean Recovery	Permeability
Disperse Red 9	30.891	4.7	High
Disperse Blue 14	26.259	11.5	High
Solvent Yellow 33	48.517	20	High
Solvent Red 169	NT		

## Data Availability

RNA-Seq data reported here have been deposited in NCBI’s Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo) and are accessible through the GEO Accession number GSE166302.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/toxics10050210/s1, File S1. RNA-Seq MultiQC report generated within Trim Galore. File S2. Supporting file for quantification of trimmed RNA-Seq reads using Salmon v.1.1.0, File S3. Supporting file for alignment if RNA-Seq reads to a decoy-aware transcriptome. Table S1: Summary of light-phase movement for surviving embryos and results of the Kolmogorov–Smirnov test of movement between treatment and control. Bolded values indicate significant differences in average movement at the Bonferroni-adjusted threshold (0.05/5). Table S2: Summary of dark-phase movement for surviving embryos and results of the Kolmogorov–Smirnov test of movement between treatment and control. Bolded values indicate significant differences in average movement at the Bonferroni-adjusted threshold (0.05/5). Table S3: Summary of Gene Ontology (GO) terms enriched in differentially expressed genes in embryos exposed to Solvent Red 169 until 48 h post fertilization. BP = biological process, MF = molecular function and CC = cellular component. Table S4: Summary of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in differentially expressed genes in embryos exposed to Solvent Red 169 until 48 h post fertilization. Table S5: Number of differentially expressed genes shared between all treatment groups. Table S6: Summary of Gene Ontology (GO) terms enriched in differentially expressed genes in embryos exposed to Disperse Blue 14 until 48 h post fertilization. BP = biological process, MF = molecular function and CC = cellular component. Table S7: Summary of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in differentially expressed genes in embryos exposed to Disperse Blue 14 until 48 h post fertilization. Table S8: Summary of Gene Ontology (GO) terms enriched in differentially expressed genes in embryos exposed to Disperse Red 9 until 48 h post fertilization. BP = biological process, MF = molecular function and CC = cellular component. Table S9: Summary of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in differentially expressed genes in embryos exposed to Solvent Yellow 33 until 48 h post fertilization. Table S10: Summary of Gene Ontology (GO) terms enriched in differentially expressed genes in embryos exposed to Solvent Yellow 33 until 48 h post fertilization. BP = biological process, MF = molecular function and CC = cellular component. Table S11: Summary of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in differentially expressed genes in embryos exposed to Disperse Red 9 until 48 h post fertilization.

How the deposited data were processed for this re-analysis (not part of the article)

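RNA was sequenced from single whole zebrafish embryos at 48 hpf, 93 embryos in all, of which 75 were exposed to a dye and 18 were controls. The 30 conditions comprised 5 concentrations and a control for each of Disperse Blue 14, Solvent Red 169, Disperse Red 9, Solvent Yellow 33 and Solvent Violet 47. Each treatment group held 3 embryos and each control 4, except that Solvent Violet 47, for which the paper reports no gene expression, had 2 control embryos. Embryos were assigned to dye, concentration and replicate number from the sample labels and the paper. Where the labels and the methods give different values, the concentrations of the results and the labels were used: the lowest Disperse Blue 14 concentration is 113 μM in the methods and 133 μM elsewhere, and 35 μM Disperse Red 9 is missing from the methods' list. The embryo that the authors removed from the 12 μM Solvent Yellow 33 treatment group is not named in the paper's text, and all 3 labelled embryos were used.

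The authors trimmed the reads with Trim Galore, quantified them with Salmon by selective alignment on Ensembl transcripts, and summed transcripts per gene with tximport. The main table deposited by the authors therefore holds estimated counts per gene, which need not be whole and were not normalized. It lists 19913 genes, of which 48 had a total of 0, and 62.2% of its values were whole numbers. The authors also deposited log2 values, which are edgeR's log2 CPM normalized for library size and gene length, in a separate table for each dye and without gene identifiers. These tables hold 17900 genes for Disperse Blue 14, 17874 for Disperse Red 9, 17852 for Solvent Red 169 and 17883 for Solvent Violet 47, the numbers that filterByExpr keeps from the deposited counts of all groups of the dye, and 17586 for Solvent Yellow 33, where filterByExpr keeps 17580. They were used only for an alternative test. Genes with close copies share reads that Salmon divides by a model, so their values are less certain.

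Estimated counts were rounded to whole numbers, and the normalization for gene length that the authors describe was not applied to them. In R 4.3.3, edgeR 4.0.16 was used for TMM scaling, for the filter on low counts (filterByExpr) and for the quasi-likelihood F test in its older form (legacy=TRUE), which the edgeR version of the paper uses. All groups of a dye entered a single fit, so that they share the estimate of the spread between embryos. Each concentration was compared with the control of its dye, and 5 μM Solvent Red 169 also with 11.2 μM. A DEG had a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values of genes are from this test unless another is named. Numbers of genes at an unadjusted p under 0.05 have no fold change limit. Floors on genes with few counts are 3 counts in an embryo's total, and folds against a group at or under this floor are lower bounds. Shares of DEGs carry 95% Wilson intervals. Intervals and floors cover counting error only.

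Processes were studied with 36 gene lists written by hand, because the GO and KEGG annotation of the paper was not used here. Each list was tested with fry, the rotation test of limma 3.58.1, on the genes that passed the filter, and p-values were adjusted over the 180 tests of a dye. The same test was run with camera and an estimated correlation between genes. A list's score in an embryo is the mean log2 CPM of its genes, and scores were compared by exact two-sided permutation tests. For the genes named in the text a rule was set: at the concentration with the most DEGs of a dye, the 3 largest rises and 3 largest falls among DEGs with a mean of at least 1 CPM, a symbol and every exposed embryo on the same side of every control, and for each list tied to a statement of the paper up to 3 DEGs with the lowest adjusted p. A table of gene names gave a symbol for 19164 of the genes, and the other 749 had none. No gene coordinates are given. Some of the genes that the rule picks are not reported.

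The design of each test, the gene lists, the naming rule and the alternatives were chosen before the data were examined, apart from those stated otherwise. The alternatives were DESeq2 1.42.0, median-ratio size factors in place of TMM, no filter on low counts, a filter of at least 10 counts in every embryo of the dye, the newer form of edgeR's test (legacy=FALSE), a fit of only the treatment group and its control, the replicate number as a block, pooled controls of the 4 dyes of the paper, limma on the deposited log2 CPM, camera for the lists, and each embryo of the treatment group and the control left out in turn. Fits of the other Solvent Yellow 33 concentrations without an embryo of the 12 μM treatment group were added after seeing the data.

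The fits were tested on simulated counts with the means, dispersions and library sizes of the embryos and 200 changed genes per dye. These genes were changed at the highest concentration only, and the following numbers are for that comparison. The main test recovered 84.5% of the changed genes for Disperse Blue 14, 69.5% for Disperse Red 9, 79.5% for Solvent Red 169, 65% for Solvent Yellow 33 and 68% for Solvent Violet 47, and called 11, 10, 5, 2 and 3 unchanged genes. DESeq2 recovered 89%, 79%, 87%, 77.5% and 79.5%, and called 34, 34, 34, 42 and 32 unchanged genes. Because the concentrations of a dye share its control embryos, 20 sets of unchanged groups were simulated for Disperse Blue 14, Disperse Red 9 and Solvent Yellow 33. Their means were set to those of the real control embryos. A deviation of those controls from other unexposed embryos was not simulated, so the overlap it would give stays unknown. Every split of 3 exposed and 4 control embryos into groups of these sizes, 35 in number, was fitted in the same way.

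Total counts per embryo had a median of 32290121 and ranged from 9171265 to 48188027. For Solvent Violet 47 they were 27132213 to 31556970 in the controls and 22423359 to 40528004 in the exposed embryos. Replicates were compared before averaging: none of the 100 pairs of embryos of the same condition had identical counts, and their counts differed by more than sampling noise (chi-square per gene from 9.45 to 1492). Behavior, mortality and malformation data were not analysed here.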

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

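The tests of depth and of the control embryos of Solvent Violet 47 were chosen only after the result was seen. In 122 results of control groups of 4 embryos, the embryo furthest from the others was compared with them by its gap to the nearest embryo as a share of the whole range, Dixon's ratio. In 12 of them the ratio passed its 95% critical value, where chance gives about 6.1. No biological explanation was tested for these, since the embryos of a control group share their condition.

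Among the Disperse Blue 14 controls, replicate 2 stood above the others in the oxidative phosphorylation score (6.13 against 4.94 to 5.03, ratio 0.9226) and in expression of CBX1 (53.5 CPM against 2.71 to 6.78, ratio 0.92), NDUFA1 (177 CPM against 113 to 120.3, ratio 0.8818), ndufa7 (77.0 CPM against 42.0 to 45.8, ratio 0.89) and HSPA5 (313 CPM against 119 to 151, ratio 0.8358). NDUFA1 and ndufa7 belong to the oxidative phosphorylation list, so these 5 results are not independent. Low depth is argued against for this embryo, as its total of 48188027 was the highest of all 93 embryos, and so is a larger share of counts in a few genes, since its 50 most abundant genes held 28.1% of them and those of the other 3 controls 26.0% to 28.0%. Mitochondrial genes held 2.54% of its counts and 7.81% to 11.08% in the other 3. Other technical explanations were not tested and stay open. Without this embryo the mean log2 fold change of the oxidative phosphorylation list at 314 μM was −0.47 in place of −0.91, with no call in either fit, and the CBX1 call was lost, while NDUFA1 (−0.72), ndufa7 (−0.80) and HSPA5 (−1.14) kept theirs.

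Replicate 1 of the same controls had a p53 signaling score of 4.84, against 4.38 to 4.43 in the others (ratio 0.8906). Without it the list was called at 261.5 μM, with a mean log2 fold change of 0.41 (adjusted p = 7.12e-04; range over all alternatives 7.12e-04 to 0.652) in place of 0.30. This embryo also had 0.0316 CPM of il11a where the other 3 had 0 (ratio 1), which is under the floor of 3 counts and holds no information on expression. The cause of the higher score was not tested.

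For Disperse Red 9, control replicate 4 had a sodium and potassium homeostasis score of 5.07 against 5.03 in the 3 others (5.025 to 5.032, ratio 0.8542), and without it the mean of that list at 45 μM was −0.01 in place of −0.07, called in neither fit. In the Solvent Red 169 controls, replicate 2 had 21.4 CPM of PSME3 against 3.42 to 6.48 (ratio 0.8294), and PSME3 lost its call at 5 μM without that embryo, as it did in 7 of its 14 alternative fits. Solvent Yellow 33 control replicate 4 had a phototransduction score of 1.03 against 1.39 to 1.45 (ratio 0.8445), and without it the list kept its call at 13.5 μM (−0.67, adjusted p = 0.00610; range over all alternatives 0.00523 to 0.123). Control replicate 2 of this dye had 0.0672 CPM of ccl34a.3 against 0.0298 to 0.0358 (ratio 0.8389), all at or under the floor. Control replicate 1 had 4.34 CPM of sesn2 against 4.91 to 4.97 (ratio 0.9008), and sesn2 lost its call at 13.5 μM without it. No technical explanation was tested for these embryos, and with 6.1 such results given by chance, single ones among them carry little weight.

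Solvent Violet 47, for which the paper reports no gene expression, had 1121 DEGs at 31.5 μM (397 higher, 724 lower) and 2681 at 40 μM (1085 higher, 1596 lower), a signal in data the paper did not analyse. The 12, 17.5 and 23 μM treatment groups had 0 DEGs, with 214, 1247 and 1647 genes at an unadjusted p under 0.05. The 2 highest concentrations shared 1036 DEGs in the same direction, but both were compared with the same 2 control embryos. The overlap that unchanged groups would give was not simulated for this dye. The fits that left out 1 exposed embryo gave 371 to 1270 DEGs at 31.5 μM and 1577 to 3523 at 40 μM. The 2 controls are too few for a split of the embryos to be informative.

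A difference in depth between the groups is argued against for 40 μM, because with every embryo thinned to 22423324 counts the count was 2607, and at 31.5 μM it was 1137. Against the 16 control embryos of the other 4 dyes, 1495 of the 2681 DEGs at 40 μM (55.8%) were called in the same direction, so the 2 control embryos of this dye cannot be the whole cause at 40 μM, while at 31.5 μM only 264 of 1121 (23.6%) were called and that explanation stays open there. Against the same 16 controls the 12, 17.5 and 23 μM groups had 397, 0 and 7 DEGs and the 2 own controls 0 (with 4303, 960, 1845 and 4035 genes at an unadjusted p under 0.05), and why 12 μM had more was not tested. Comparisons between dyes may carry other differences between their embryos. With limma on the deposited log2 CPM, normalized for gene length, the counts at 31.5 and 40 μM stayed within 1.5 times of those reported. An effect of the higher concentrations remains a hypothesis. GC content, any remaining effect of gene length and reads shared between close copies were not tested.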

How the results depend on the processing

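The fits that left out a 12 μM embryo from the comparisons of other Solvent Yellow 33 concentrations were chosen only after the result was seen, and so were the tests of that embryo and of the control embryos given elsewhere. The results comprised 26 counts of DEGs, 30 gene lists and the shares of DEGs that treatment groups had in common. With edgeR's newer quasi-likelihood method (legacy=FALSE) or with no filter on low counts, all 26 counts of DEGs stayed within 1.5 times the count reported. With median-ratio size factors 58 results stayed as reported, with genes of at least 10 counts in every embryo 55 did, and with limma on the deposited log2 CPM 21 of the counts did. Solvent Violet 47 at 40 μM stayed within 1.5 times under DESeq2 as well, with 3307 DEGs against 2681. The direction and call of the glutathione metabolism list for 13.5 μM Solvent Yellow 33 were kept under every alternative tried, including the fits that left out 1 embryo.

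DESeq2 gave more DEGs in all the other comparisons. It called 177, 542, 173, 580 and 4312 genes for Disperse Blue 14 in order of concentration, 17, 124, 224, 840 and 643 for Disperse Red 9, 2749, 2660, 293, 100 and 2050 for Solvent Red 169, 192, 441, 572, 1010 and 956 for Solvent Yellow 33, and 3, 46, 151 and 1955 for 12 to 31.5 μM Solvent Violet 47. In the comparison of 5 with 11.2 μM Solvent Red 169 it called 5 genes. The share of Disperse Blue 14 DEGs found again at 314 μM was 76.5% with DESeq2, and the lowest overlap for Solvent Yellow 33 was 37.9%. On simulated counts DESeq2 called 32 to 42 unchanged genes at the highest concentration of a dye, where edgeR called 2 to 11. At the other concentrations of a dye, simulated without any change, DESeq2 called 17 to 39 genes and edgeR 0 to 1. For the deposited counts the cause was not tested.

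A fit of only the treatment group and its control left only the embryos of those groups to estimate the spread, in place of all embryos of the dye. It gave 0 DEGs at each Disperse Blue 14 concentration, with 1152, 1496, 556, 1881 and 4301 genes at an unadjusted p under 0.05, and the share of DEGs found again at 314 μM therefore has no value. For Disperse Red 9 it gave 34, 26 and 715 DEGs at 35, 45 and 55 μM. Solvent Red 169 had 1, 10 and 0 DEGs at 1, 5 and 50 μM, the last with 1987 genes at an unadjusted p under 0.05, and 75 in the comparison of 5 with 11.2 μM. For Solvent Yellow 33 it gave 800, 966, 544, 0 and 2137 DEGs, with 1184 genes at an unadjusted p under 0.05 at 12 μM, and a lowest overlap of 67.5% among the pairs with DEGs. Solvent Violet 47 had 5, 829, 174 and 1021 DEGs at 17.5, 23, 31.5 and 40 μM. The counts went up in some comparisons and down in others, and the cause was not tested.

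With the control embryos of the 4 dyes of the paper pooled, Disperse Blue 14 had 77, 267, 117, 372 and 1142 DEGs, and Disperse Red 9 had 55, 5, 59 and 34 at 25, 35, 45 and 55 μM. For Solvent Red 169 the pooled controls gave 1, 0 and 1 DEGs at 1, 5 and 50 μM, with 1239 genes at an unadjusted p under 0.05 at 5 μM, and for 12 μM Solvent Yellow 33 they gave 2110. Limma on the deposited log2 CPM gave 2 DEGs for 25 μM Disperse Red 9, 318 for 50 μM Solvent Red 169, 1 for 5 against 11.2 μM, 285 for 13.5 μM Solvent Yellow 33 and 6 for 23 μM Solvent Violet 47. With genes of at least 10 counts in every embryo, fewer genes were tested, and 23 μM Solvent Violet 47 had 4 DEGs in place of 0. The median log2 fold change of all genes moved by at most 0.041 between TMM and median-ratio scaling, at 55 μM Disperse Red 9, where the split of DEGs into higher and lower went from 34 and 88 to 51 and 72. For these counts, too, the cause was not tested.

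The lists that changed their call or direction were the following, each with the range of its adjusted p over all its alternatives, and the cause was not tested. The mean of the response to wounding at 314 μM Disperse Blue 14, 0.03 as reported, was −0.12 with only the treatment group and control fitted (adjusted p = 0.733) and −0.03 with genes of at least 10 counts in every embryo (adjusted p = 0.966; range 0.447 to 0.997), and it went from −0.20 to 0.19 in the fits that left out 1 embryo, with the value below 0 without 314 μM replicate 2, control replicate 3 (−0.02) and control replicate 4 (−0.04). For Disperse Red 9 at 55 μM, fitting only that treatment group and the control gave calls for homologous recombination (0.30, adjusted p = 0.0248; range 0.0248 to 0.541) and lens crystallins (−1.01, adjusted p = 0.0170; range 0.017 to 0.475). At 5 μM Solvent Red 169 the neuronal development call was lost in that fit (0.36, adjusted p = 0.0580) and with camera (0.32, adjusted p = 0.309; range 3.52e-06 to 0.309). The transcription factor call at 5 μM was lost in that fit (0.09, adjusted p = 0.249), with median-ratio size factors (0.04, adjusted p = 0.0871) and with camera (0.03, adjusted p = 0.674; range 0.00168 to 0.674), and its mean went from 0.01 without control replicate 1 to 0.08 without control replicate 3. For 12 μM Solvent Yellow 33, camera did not call phenylalanine metabolism (−0.33, adjusted p = 0.123; range 4.71e-05 to 0.123), and retinol metabolism changed sign with genes of at least 10 counts in every embryo (0.21, adjusted p = 0.938; range 0.0172 to 0.938), with means from −0.24 without 12 μM replicate 1, where it was called, to −0.03 without control replicate 2. At 13.5 μM Solvent Yellow 33 camera did not call phototransduction (−0.61, adjusted p = 0.123; range 0.00523 to 0.123). Fitting only the 13.5 μM treatment group and the control gave calls for p53 signaling (0.43, adjusted p = 0.00382; range 4.14e-04 to 0.287), metabolism by cytochrome P450 (0.11, adjusted p = 0.00153; range 0.00153 to 0.847) and ferroptosis (0.27, adjusted p = 0.00153; range 8.28e-04 to 0.215). Genes of at least 10 counts in every embryo gave calls for ferroptosis (0.27, adjusted p = 0.0316) and the light response (−0.22, adjusted p = 0.0437; range 0.0413 to 0.255), and median-ratio size factors for the light response (−0.24, adjusted p = 0.0474).

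In the 7 fits that each left out an embryo, the Disperse Blue 14 counts went from 7 to 370 at 133 μM, 10 to 806 at 171 μM, 10 to 379 at 209 μM and 24 to 827 at 261.5 μM, each time highest without control replicate 1, and from 79 without 314 μM replicate 3 to 4320 without control replicate 3 at 314 μM. For Disperse Red 9 they were 0 at 10 and 25 μM throughout, with 457 to 1107 and 948 to 3415 genes at an unadjusted p under 0.05, and went from 0 to 10 at 35 μM, 6 to 111 at 45 μM and 1 to 54 at 55 μM, all below the counts with every embryo. Solvent Red 169 had 0 to 5068 at 1 μM, 0 to 4999 at 5 μM, 0 to 3848 at 11.2 μM, 0 to 3965 at 35.6 μM and 0 to 4748 at 50 μM, with each highest count without control replicate 3, and 0 to 1 in the comparison of 5 with 11.2 μM. The fits of this dye with 0 DEGs had 257 to 5424 genes at an unadjusted p under 0.05. Solvent Yellow 33 had 11 to 14 at 7.5 μM, 31 to 73 at 9 μM, 45 to 131 at 10.5 μM, 58 without control replicate 2 to 1768 without 12 μM replicate 4 at 12 μM, and 91 to 262 at 13.5 μM. Leaving out a 12 μM embryo from the other comparisons, as chosen after seeing the data, gave 294, 741, 977 and 1583 DEGs at 7.5, 9, 10.5 and 13.5 μM without replicate 3, 38, 156, 236 and 497 without replicate 1, and 41, 139, 204 and 463 without replicate 4. The lowest overlap of that dye was 29.2% without 12 μM replicate 1 and at most 57.6%, without replicate 3. Solvent Violet 47 had 0 at 12 and 17.5 μM, with 248 to 545 and 523 to 1778 genes at an unadjusted p under 0.05, and 0 to 1 at 23 μM, 371 to 1270 at 31.5 μM and 1577 to 3523 at 40 μM in the 3 fits that each left out an exposed embryo, since its control held only 2. Each of these fits has fewer embryos to estimate the spread, and the cause of the rises was not tested except for 12 μM Solvent Yellow 33 replicate 3.

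Among the lists, leaving out control replicate 1 gave the calls at 261.5 μM Disperse Blue 14, where means went from 0.25 to 0.41 for p53 signaling, 0.32 to 0.87 for the inflammatory response and 0.22 to 0.53 for cell cycle arrest, and turned neuronal development from −0.04 to 0.14, against a lowest value of −0.11. At 314 μM protein processing in the endoplasmic reticulum went from −0.48 to −0.20, with calls without 314 μM replicate 2 and control replicate 1, and autophagy from 0.01 to 0.12, with a call without control replicate 1. Glutathione metabolism at 50 μM Solvent Red 169 went from −0.17 without 50 μM replicate 4 to 0.02 without control replicate 2. At 13.5 μM Solvent Yellow 33, p53 signaling went from 0.36 to 0.50, the light response from −0.37 to −0.20, metabolism by cytochrome P450 from 0.05 to 0.12, ferroptosis from 0.27 to 0.31, and folate biosynthesis from −0.10 to 0.02 without 13.5 μM replicate 4, or 0.00 without 12 μM replicate 4, a fit chosen after seeing the data. The light response was called without 13.5 μM replicate 2 and without control replicate 4. Calls for p53 signaling, metabolism by cytochrome P450 and ferroptosis at 13.5 μM were made without 12 μM replicate 3, and for ferroptosis also without 12 μM replicate 1 or 4. No other list changed its call or sign when 1 embryo was left out, apart from the wounding, transcription factor and retinol lists above.

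The replicate numbers did not pair the embryos. Deviations of same-numbered embryos of different groups from their group means correlated between −0.678 and 0.677, with medians by dye from −0.068 to 0.004, while embryos with different numbers had medians from −0.002 to 0.028. With the replicate number as a block, 43 results stayed as reported. The counts that moved by more than 1.5 times were 28, 83 and 1534 at 133, 171 and 314 μM Disperse Blue 14, 1, 2, 160 and 44 at 25, 35, 45 and 55 μM Disperse Red 9, 13 at 50 μM Solvent Red 169, 19, 70, 90, 87 and 210 for Solvent Yellow 33 and 53 at 23 μM Solvent Violet 47, and the share of Disperse Blue 14 DEGs found again at 314 μM was 80.8%. Under the replicate block p53 signaling at 261.5 μM Disperse Blue 14 was called (0.34, adjusted p = 0.0484; range over its alternatives 7.12e-04 to 0.652), and the transcription factor list at 5 μM Solvent Red 169 was not (0.09, adjusted p = 0.0971). It changed no other call of a list, and of the genes picked by the naming rule 27 lost their call and 73 kept it.

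The 100 results for genes picked by the naming rule kept their sign in all of their 1515 alternative fits, of which 396 lost the call. DESeq2, median-ratio size factors and the filter of at least 10 counts lost none of those they tested, legacy=FALSE lost 1 and no filter 4, and fitting only the treatment group and its control lost 59 and pooling the controls 50.

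Depth was lowest in 12 μM Solvent Yellow 33 replicate 3, with 9171265 counts against a median of 32290121 over all embryos, so that the limit of 3 counts is the largest share of the total there. Genes whose exposed embryos were at or under 3 counts have only lower bounds for their folds, and their order among the largest falls is not resolved. The number of embryos sets a further limit: with 3 exposed and 4 control embryos an exact permutation test cannot go below 0.0286, and with the 2 control embryos of Solvent Violet 47 it cannot go below 0.1.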

Differences from the paper's values

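For 1 μM Solvent Red 169 the paper reports 374 DEGs, and the deposited counts gave 666. None of the alternatives set before the data were examined closed the gap: median-ratio size factors gave 602, no filter on low counts 620, limma on the deposited log2 CPM 697, legacy=FALSE 836, genes of at least 10 counts in every embryo 900, DESeq2 2749, only the treatment group and its control 1, the pooled controls 1, and the fits that left out 1 embryo 0, 0, 0, 1, 23, 2867 and 5068, and the fit with the replicate number as a block did not close it either. Where the count was 0, at an unadjusted p under 0.05 there were 4476, 5299 and 4747 genes.

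At 50 μM Solvent Red 169 the paper reports 79 DEGs, against 579 from the deposited counts. None of the alternatives set before the data were examined closed this gap: limma on the deposited log2 CPM gave 318, no filter 500, median-ratio size factors 531, legacy=FALSE 731, genes of at least 10 counts in every embryo 765, DESeq2 2050, the pooled controls 1 and only the treatment group and its control 0 (with 1987 genes at an unadjusted p under 0.05). The fits that left out 1 embryo gave 0 (50 μM replicate 3 or control replicate 1, with 3460 and 4020 genes at an unadjusted p under 0.05), 16, 128 (50 μM replicate 1), 1307, 2046 and 4748, and the fit with the replicate number as a block, whose count is given in the part on processing, did not close it.

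For 7.5 μM Solvent Yellow 33 the paper reports 268 DEGs and the deposited counts gave 32. Of the alternatives set before the data were examined, DESeq2 came within the limit, with 192, and the others did not, with 800 for only the treatment group and its control and 11 to 34 for the rest. The fit without 12 μM replicate 3, which was chosen after seeing the values, gave 294 DEGs and closed the gap.

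At 9 μM the paper shows about 710 DEGs (Fig. 4, read by eye), against 118. Fitting only the treatment group and its control gave 966 and closed the gap, and the other alternatives set before the data were examined did not: DESeq2 gave 441 and the rest 31 to 152. At 10.5 μM the paper shows about 910 (Fig. 4, read by eye), against 189, and none of those alternatives closed the gap, with 572 for DESeq2, 544 for only the treatment group and its control and 45 to 215 for the rest. Without 12 μM replicate 3, a fit chosen after seeing the values, the counts at 9 and 10.5 μM were 741 and 977, which closed both gaps.

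At 12 μM the paper shows about 1100 DEGs (Fig. 4, read by eye), against 190. Of the alternatives set before the data were examined, DESeq2 (1010), the fit without 12 μM replicate 3 (1131) and the fit without 12 μM replicate 1 (1471) closed the gap. The fit without 12 μM replicate 4 (1768), the pooled controls (2110), the fit of only the treatment group and its control (0, with 1184 genes at an unadjusted p under 0.05) and the rest (58 to 250) did not. The paper states that 1 sample was removed from this treatment group and does not say which. Without replicate 3 the count at each concentration of the dye came within the limit. Without replicate 1 or 4 those at the concentrations other than 12 μM did not, in fits chosen after seeing the values. If the removed embryo is among the labelled ones, these counts argue against replicate 1 or 4.

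At 13.5 μM the paper reports 1513 DEGs, against 440. Fitting only the treatment group and its control gave 2137 and closed the gap, and the other alternatives set before the data were examined did not, with 956 for DESeq2 and 91 to 486 for the rest. The fit without 12 μM replicate 3, chosen after seeing the values, gave 1583 and closed it.

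The paper's numbers of higher and lower DEGs at 1 and 5 μM Solvent Red 169, 926 and 512, add up to more than its 374 and 764 DEGs at these concentrations. From the deposited counts the sums over both concentrations were 1321 higher and 462 lower. They were 2523 and 2886 with DESeq2, 4574 and 5493 without control replicate 3, and 2456 and 3061 without control replicate 4. The other alternatives for these sums kept more higher than lower DEGs, except the pooled controls with 0 and 1.

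Some lists showed no shift where the paper reports enrichment. The paper's enrichment rests on how many DEGs fall within GO and KEGG terms. A list here was called when its genes shifted together in the rotation test, and enrichment of DEGs in the lists was not tested. A list that was not called therefore does not contradict the paper's enrichment, here and in the next paragraphs. The paper lists response to wounding among the processes upregulated at 314 μM Disperse Blue 14, where the list had a mean log2 fold change of 0.03, with 4 higher and 3 lower DEGs (adjusted p = 0.88). It names cell cycle arrest as upregulated at 5 μM Solvent Red 169, where the list was not called, with 1 higher and 1 lower DEG, a mean of −0.12 and a median of 0.13 (adjusted p = 0.357). Ferroptosis at 1 μM and glutathione metabolism at 50 μM, which it reports as enriched, were not called either (adjusted p = 0.799 and 0.986), with 1 higher and 3 lower DEGs and with 2 higher and 0 lower DEGs. For glutathione metabolism these numbers of DEGs equal those the paper gives for its term. The paper places the main effect of Solvent Red 169 at the lowest concentrations, whereas 50 μM gave 579 DEGs, close to the 666 at 1 μM.

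Several lists that the paper reports as enriched were called only under some settings. At 261.5 μM Disperse Blue 14, p53 signaling, the inflammatory response and cell cycle arrest were not called (adjusted p = 0.0973, 0.205 and 0.0984), but were without control replicate 1 (adjusted p = 7.12e-04, 0.00302 and 3.06e-04; ranges over all alternatives 7.12e-04 to 0.652, 0.00302 to 0.678 and 3.06e-04 to 0.652), and p53 signaling was also called with the replicate number as a block. The separate list of p53 target genes was called at this concentration (adjusted p = 0.0132). At 314 μM protein processing in the endoplasmic reticulum and autophagy were not called (adjusted p = 0.0760 and 0.212), but without control replicate 1 both were (adjusted p = 0.0234 and 0.00170), and the former also without 314 μM replicate 2 (adjusted p = 0.0426; ranges 0.0234 to 0.652 and 0.0017 to 0.738). Homologous recombination and lens crystallins at 55 μM Disperse Red 9 were not called (adjusted p = 0.298 and 0.184), and a fit of only the treatment group and its control called them (adjusted p = 0.0248 and 0.0170; ranges 0.0248 to 0.541 and 0.017 to 0.475). The light response at 13.5 μM Solvent Yellow 33 was not called (adjusted p = 0.0621), but it was with median-ratio size factors (adjusted p = 0.0474), with genes of at least 10 counts in every embryo (adjusted p = 0.0437), without 13.5 μM replicate 2 (adjusted p = 0.0413) and without control replicate 4 (adjusted p = 0.0466; range 0.0413 to 0.255).

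For 13.5 μM Solvent Yellow 33 the paper reports p53 signaling, metabolism by cytochrome P450 and ferroptosis, and these lists were not called (adjusted p = 0.104, 0.644 and 0.0523). Fitting only the treatment group and its control called each of them (adjusted p = 0.00382, 0.00153 and 0.00153), and genes of at least 10 counts in every embryo called ferroptosis (adjusted p = 0.0316). In fits chosen after seeing the values, they were called without 12 μM replicate 3 (adjusted p = 4.14e-04, 0.00779 and 8.28e-04), and ferroptosis also without replicate 4 (adjusted p = 0.0427) or replicate 1 (adjusted p = 0.0433). Over all alternatives the ranges were 4.14e-04 to 0.287, 0.00153 to 0.847 and 8.28e-04 to 0.215. The paper reports folate biosynthesis and retinol metabolism as downregulated by Solvent Yellow 33, and the lists were not called, with means of −0.08 at 13.5 μM and −0.05 at 12 μM, although retinol metabolism was called without 12 μM replicate 1 (adjusted p = 0.0172; range over all alternatives 0.0172 to 0.938).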

Other observations

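The tests of the Solvent Red 169 controls and of 12 μM Solvent Yellow 33 replicate 3 were chosen only after the result was seen. Every comparison of 3 exposed with 4 control embryos was repeated for the 35 splits of these embryos into groups of the same sizes, the real split included. For Disperse Red 9 at 35, 45 and 55 μM, Disperse Blue 14 at 314 μM and Solvent Yellow 33 at 7.5, 9, 10.5 and 13.5 μM, only the real split (1 of 35) gave as many DEGs as reported, which argues against these counts having come from an arbitrary grouping of the embryos. The highest other split gave 2388 DEGs for 314 μM Disperse Blue 14, against 2802. Limma on the deposited log2 CPM, normalized for gene length, gave 21, 294 and 147 DEGs for Disperse Red 9 at these concentrations. It gave 2445 for 314 μM Disperse Blue 14 and 24, 104, 135 and 285 for Solvent Yellow 33. Except at 13.5 μM, where 285 compares with 440, this argues against missing length normalization as the source of these counts. An effect of the dye stays open as a hypothesis. GC content, any remaining effect of gene length and reads shared between close copies were not tested.

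For Disperse Blue 14 at 133, 171 and 261.5 μM, 2 of the 35 splits gave as many DEGs, the other being control replicates 2, 3 and 4 against control replicate 1 with the exposed embryos (533, 954 and 902 DEGs, against 18, 137 and 191), and at 209 μM 8 of 35 did (at most 3113, against 24). An arbitrary grouping is therefore not ruled out as the source of these 4 counts. At 12 μM Solvent Yellow 33, 2 of 35 splits gave as many as the 190 reported, the other being 12 μM replicate 3 with control replicates 2 and 4 (374 DEGs). For Disperse Red 9 at 10 and 25 μM the counts reported are 0, with 867 and 1250 genes at an unadjusted p under 0.05, so that all 35 splits reach them whatever the grouping, and at 25 μM another split gave up to 2122 DEGs.

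The splits for Solvent Red 169 gave as many DEGs as the real one in 5 of 35 cases at 1 μM, 4 of 35 at 5 μM and 4 of 35 at 50 μM, and in all 35 at 11.2 and 35.6 μM, which the counts of 0 there (with 4304 and 4209 genes at an unadjusted p under 0.05) make certain. At each concentration the split with the most DEGs put control replicates 1, 2 and 4 on one side, with 5549, 5491, 5037, 5160 and 5629 DEGs in order of concentration. The comparison of 5 with 11.2 μM had 0 DEGs and 584 genes at an unadjusted p under 0.05, and since the count is 0 all 10 splits reach it, so the splits say nothing about this comparison.

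A candidate explanation for the Solvent Red 169 counts is that the dye's own control embryos differed from those of the other dyes. Against the 12 control embryos of Disperse Blue 14, Disperse Red 9 and Solvent Yellow 33, the 1, 5, 11.2, 35.6 and 50 μM groups had 1, 2, 0, 32 and 3 DEGs, with 1997, 1352, 913, 2069 and 642 genes at an unadjusted p under 0.05. Of the DEGs against the own controls, 0 of 1117 at 5 μM, 0 of 666 at 1 μM and 1 of 579 at 50 μM were called in the same direction. At 5 μM the higher DEGs had a median log2 fold change of 0.97 against the own controls and 0.22 against the others, and the own controls were at −0.77 against the others for the same genes. For the lower DEGs these medians were −0.94, −0.26 and 0.70, although both sets of genes were picked by comparison with those own controls. The own controls had 2490 DEGs against the 12 others (6255 genes at an unadjusted p under 0.05), while the controls of Disperse Blue 14, Disperse Red 9 and Solvent Yellow 33, each against the 12 controls of the remaining dyes, had 16, 2 and 138 DEGs. Since the other controls come with any further difference between dyes, these values do not exclude an effect of Solvent Red 169, and why its controls differ was not tested.

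Within these controls the embryos were unlike each other, values that were chosen after they were seen. Scaled with the controls of all 4 dyes, replicates 1, 2, 3 and 4 had p53 target scores of 5.28, 5.09, 4.53 and 4.37, and 5.82%, 2.78%, 11.6% and 8.34% of counts in mitochondrial genes. No biological explanation was tested, since the design gives the 4 embryos the same condition.

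Leaving out 12 μM Solvent Yellow 33 replicate 3 raised the number of DEGs at 13.5 μM from 440 to 1583, although that embryo is in neither group compared. It had 9171265 counts, 14954 genes with a count, 60.9% of counts in its 50 most abundant genes and 0.57% in mitochondrial genes, and 1 gene (ENSDARG00000089382) held 40.0% of its counts against 1.99% in the other embryos. Low depth of this embryo is argued against, since with replicate 1 or 4 of that group thinned to the same total in a fit without it the counts were 1583 and 1587. A few genes taking most of its counts are argued against as well, since removing its 50 most abundant genes from all embryos left the count at 446. The embryo enters the shared estimate of the spread, but what sets it apart stays open, and a degraded or mixed sample was not tested.

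In genes chosen after their values were seen, 12 μM replicates 1, 3 and 4 had 1260, 16.5 and 959 CPM of CYP1A1 (controls 3.63 to 5.64), 71.4, 5.41 and 68.4 CPM of cyp1c2 (5.71 to 6.09), 475, 281 and 292 CPM of gstp1.2 (118 to 187), and 17.4, 33.0 and 22.5 CPM of fabp4b (100.1 to 118).

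Lists beyond the processes that the paper names, or at concentrations for which it does not name them, are given as values, with 5 concentrations of a dye in rising order. None of those below was run under the alternatives. The list of 20 p53 target genes had mean log2 fold changes of 0.51, 0.67, 0.45, 0.70 and 0.78 (adjusted p = 0.076, 0.0191, 0.0973, 0.0132 and 0.0132) for Disperse Blue 14. For 9 genes of the aryl hydrocarbon receptor battery the means were 1.27, 1.63, 1.62, 1.37 and 1.78 (adjusted p = 0.0621, 0.0152, 0.0204, 0.26 and 0.0134) for Solvent Yellow 33 and 0.29, 0.66, 0.63, 0.67 and 0.63 (adjusted p = 0.19, 0.00318, 0.00318, 0.00318 and 0.00354) for Solvent Violet 47. The 25 genes of the Nrf2 battery had means of 0.59, 0.73, 0.70, 0.62 and 0.89 (adjusted p = 0.00679, 0.00221, 0.00308, 0.022 and 5.87e-04) for Solvent Yellow 33 and 0.05, 0.27, 0.28, 0.64 and 0.63 (adjusted p = 0.952, 0.116, 0.0871, 0.00399 and 0.00318) for Solvent Violet 47. Phototransduction had means of −0.24, −0.29, −0.52, −0.64 and −0.64 (adjusted p = 0.208, 0.042, 0.00394, 0.00258 and 0.00223) for Disperse Red 9, where from 25 μM every exposed embryo scored below every control (exact permutation p = 0.0286 at each), and of −0.25, −0.71, −1.25, −1.16 and −1.47 (adjusted p = 0.352, 0.0349, 0.0111, 0.00578 and 0.0111) for Solvent Violet 47. At 40 μM Solvent Violet 47, 42 lens crystallin genes had a mean of −2.15 (adjusted p = 0.00488), 23 eye transcription factors −1.61 (adjusted p = 0.00201) and 20 p53 target genes 0.95 (adjusted p = 0.00663), and with 2 controls the smallest exact permutation p is 0.1.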
